# Fed State Prior to Hemorrhagic Shock and Polytrauma in a Porcine Model Results in Altered Liver Transcriptomic Response

**DOI:** 10.1371/journal.pone.0100088

**Published:** 2014-06-17

**Authors:** Charles Determan, Rebecca Anderson, Aaron Becker, Nancy Witowski, Elizabeth Lusczek, Kristine Mulier, Greg J. Beilman

## Abstract

Hemorrhagic shock is a leading cause of trauma-related mortality in both civilian and military settings. Resuscitation often results in reperfusion injury and survivors are susceptible to developing multiple organ failure (MOF). The impact of fed state on the overall response to shock and resuscitation has been explored in some murine models but few clinically relevant large animal models. We have previously used metabolomics to establish that the fed state results in a different metabolic response in the porcine liver following hemorrhagic shock and resuscitation. In this study, we used our clinically relevant model of hemorrhagic shock and polytrauma and the Illumina HiSeq platform to determine if the liver transcriptomic response is also altered with respect to fed state. Functional analysis of the response to shock and resuscitation confirmed several typical responses including carbohydrate metabolism, cytokine inflammation, decreased cholesterol synthesis, and apoptosis. Our findings also suggest that the fasting state, relative to a carbohydrate prefed state, displays decreased carbohydrate metabolism, increased cytoskeleton reorganization and decreased inflammation in response to hemorrhagic shock and reperfusion. Evidence suggests that this is a consequence of a shrunken, catabolic state of the liver cells which provides an anti-inflammatory condition that partially mitigates hepatocellar damage.

## Introduction

Hemorrhagic shock is a leading cause of trauma-related mortality in both civilian and military settings. Efforts over the years have significantly improved survival in the military sector [1]; however, hemorrhagic shock from traumatic injury results in multiple alterations in the metabolic state of an organism many of which are not fully elucidated. Civilian data estimates between 1400 and 14,000 preventable hemorrhagic trauma deaths occur per year in the United States [2]. Military data has consistently reported hemorrhagic shock as the leading cause of preventable deaths [3]–[5].

Hemorrhagic shock results in inadequate tissue perfusion leading to decreased oxygen availability to mitochondria. This condition causes a switch towards anaerobic metabolism in addition to a complex inflammatory response. The liver serves an important function as a regulator of metabolism during stressed states. Initially, the shift towards anaerobic metabolism stimulates the liver to increase glycogenolysis and process elevated lactate produced in the peripheral tissues. The liver also provides a major site of detoxification and production of alternate metabolic fuel sources including amino acids and lipids.

Previous research in our laboratory revealed increased acute lung injury and multiple organ failure with a trend toward increased mortality in pigs receiving a carbohydrate diet prior to hemorrhagic shock relative to fasted pigs [6]. Our previous metabolomics research has reported an altered response to fed state in the liver and urine as well as phase of care in serum following hemorrhagic shock and resuscitation [7]–[9]. The objective of this study was to determine if this differential response is related to varied genetic expression in the liver with the hypothesis that there would be quantifiable differences in liver mRNA expression reflecting an altered response to shock and resuscitation with respect to fed state. To test this hypothesis, we used our well-established model of hemorrhagic shock and polytrauma comparing the effect of providing a carbohydrate (CPF) versus a fasted (FS) diet prior to insult. Extraction of mRNA from liver biopsies and subsequent RNA-Sequencing was used to compare between CPF and FS animals at four timepoints: Baseline (B), and 2, 8 and 20 hours after resuscitation (FR2, FR8, and FR20). Secondly, livers samples were examined over the course of polytrauma, hemorrhagic shock and resuscitation within each group to determine how mRNA expression changed within each group.

## Materials and Methods

### Animals

Male Yorkshire-Landrace pigs (15–20 kg) were purchased from Manthei Hog Farm, LLC (Elk River, MN) and housed in Research Animal Resources (RAR) at the University of Minnesota. All studies were approved by the University of Minnesota Institutional Animal Care and Use Committee (IACUC). Pigs were fasted overnight prior to surgery, but were allowed water *ad libitum*. All surgeries were performed under anesthesia and all efforts were made to minimize suffering.

### Animal Preparation and Hemorrhagic Shock Protocol

Sixty four (64) juvenile, male Yorkshire pigs were used in this study. All animals were fasted overnight. Two experimental groups were utilized: Carbohydrate Prefed (CPF, n = 32) and Fasted (FS, n = 32). CPF animals were given 7cc/kg bolus of Karo Syrup (mixture of sugars including ∼ 15% glucose, maltose, fructose and sucrose) diluted with water 1 hour prior to induction. The full experimental polytrauma and shock protocols have been described in detail previously [9], [10]. Briefly, animals were instrumented and splenectomized. Polytrauma was induced by a captive bolt device to create a blunt percussive injury to the chest followed by hemorrhage and a liver crush injury using a Holcomb clamp technique [11]. Hemorrhagic shock was induced by withdrawal of blood from the inferior vena cava until a systolic pressure of 45 to 55 mmHg was reached for 45 minutes (S45) to simulate time prior to medical help. Typically, this resulted in withdrawal of approximately 40% of the pig’s blood volume. Blood was placed in an acid-citrate-dextrose bag for later use. Following the shock period, animals received lactated Ringer’s fluid given as 20 cc/kg intravenous (IV) boluses to maintain a systolic blood pressure greater than 80 mmHg for one hour of limited resuscitation to simulate transportation to a medical center; then underwent full resuscitation protocol for the following 24 hours (Figure 1). This resuscitation included fluid, shed blood, and ventilator support per our standard protocol. After the resuscitation period, animals were extubated and sent to recovery and subsequently euthanized.

**Figure 1:**
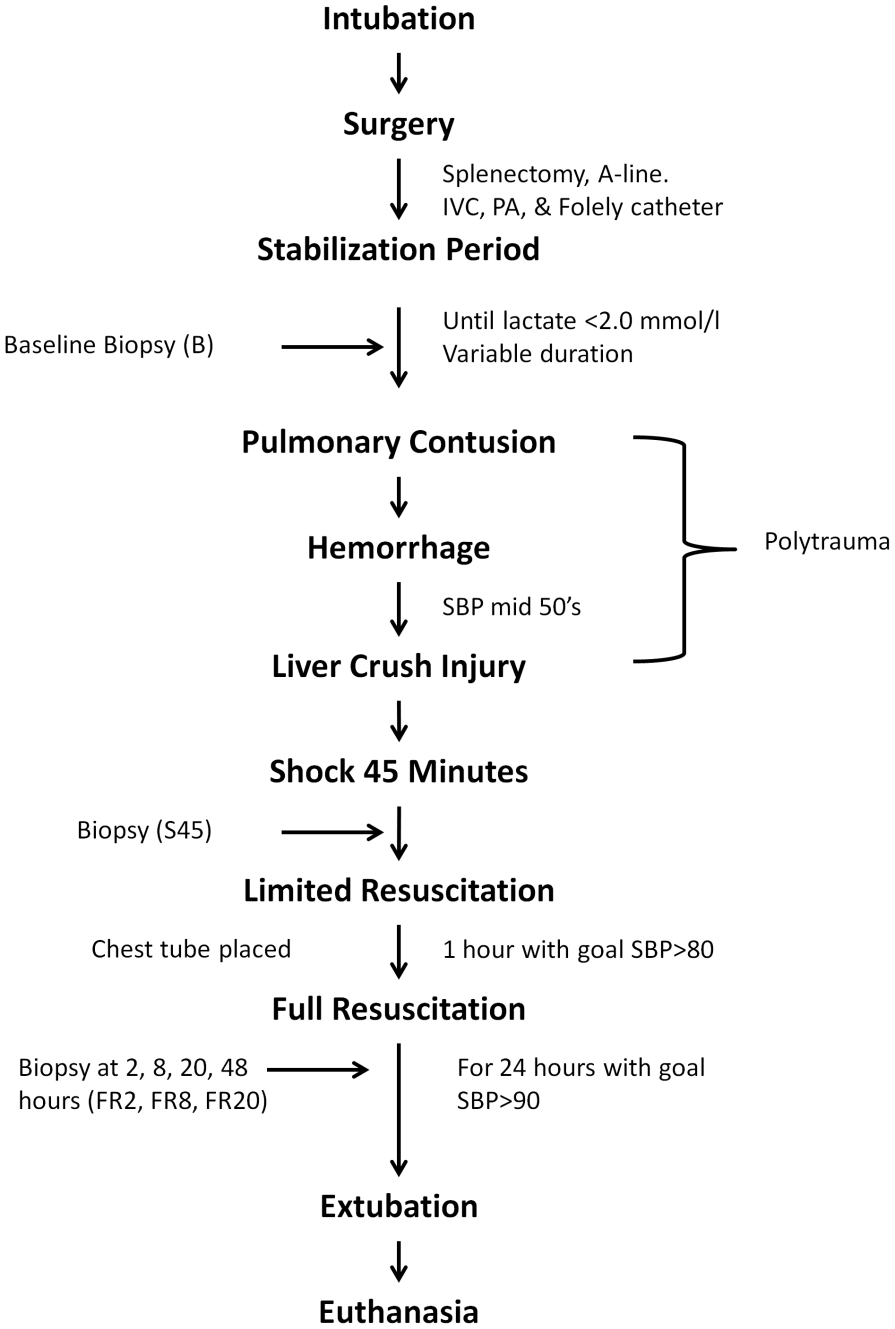
Graphical representation of the experimental timeline described in Methods.

At several time points throughout the experiment, liver biopsies were taken from the periphery of the liver ranging in weight from 0.2 to 0.6 grams. Biopsies were flash frozen in liquid nitrogen and stored at −80°C until preparation for RNA extraction. Biopsies were taken at the following timepoints: baseline after the animal stabilized from instrumentation (B), 45 minutes after hemorrhage (S45), 2, 8, and 20 hours after full resuscitation (FR2, FR8, FR20). RNA extractions and sequencing were conducted on B, FR2, FR8, and FR20. Analysis was not conducted on the S45 timepoint because of the short time period from baseline to allow RNA changes to take place.

### RNA Preparation and Sequencing

#### RNA extraction and quality assessment

In a previous study, some of the samples from the original 64 animals had been utilized. As such, only those that had all consecutive timepoints were included. Ultimately, only 18 Fasted animals and 5 Prefed animals were analyzed at each timepoint (total n = 92). RNA was purified from liver samples using QIAshredder and Qiagen RNeasy Mini Kits (Qiagen, Chatsworth, CA). Total RNA isolates were quantified using a fluorimetric RiboGreen assay. Total RNA integrity was assessed using capillary electrophoresis, generating an RNA Integrity Number (RIN). All of the samples were verified as high quality (>1 microgram, RIN = 8+) and thus were converted to Illumina sequencing libraries.

#### Library creation

RNA samples were converted to sequencing libraries using Illumina’s Truseq RNA Sample Preparation Kit (RS-122-2001). In brief, 1 microgram of total RNA was enriched for mRNA using oligo-dT coated magnetic beads, fragmented, and reverse transcribed in cDNA. The cDNA was fragmented into smaller pieces blunt-ended, and ligated to indexed adaptors and amplified using 15 cycles of PCR. Final library size distribution was validated using capillary electrophoresis and quantified using PicoGreen fluorimetry and qPCR. Libraries were successfully sequenced for all samples.

#### Cluster generation and sequencing

Truseq libraries were hybridized to a paired-end flow cell and individual fragments were clonally amplified by bridge amplification on the Illumina cBot. Libraries were clustered at a concentration of 12 pM. The flow cell was then loaded on the HiSeq 2000 and sequenced using Illumina’s Sequencing by Synthesis (SBS) chemistry. Upon completion of a read, a 7 base pair index was performed for sample identification. Samples were run for 100 cycles with 10 million single reads per sample.

#### Primary analysis and de-multiplexing

Base call (.bcl) files for each cycle of sequencing were generated by Illumina Real Time Analysis software. The base call files and run folders were then exported to servers maintained at the Minnesota Supercomputing Institute (Minneapolis, MN). Primary analysis and de-muliplexing were performed using Illumina’s CASAVA software (version 1.8.2) resulting in FASTQ files.

### Bioinformatics and Data Analysis

RNA-Seq read sequences produced by the Illumina HiSeq 2000 were aligned with the TopHat software [12] to the NCBI Sscrofa 10.2 reference genome. The BAM files from the TopHat mapping were sorted using SAMtools [13] and raw counts estimated by the Python script HTSeq count (http://www.-huber.embl.de/users/anders/HTSeq/) using the NCBI Sscrofa 10.2 reference genome. Identified contigs were converted to human orthologs with the BiomaRt Bioconductor package [14] which facilitates access to BioMart annotation resources [15]. Gene names used for identification are the official Human Genome Organization (HUGO) Gene Nomenclature Committee (HGNC) designations.

The resulting raw counts per gene were used by EdgeR [16] to estimate differential expression (DE). EdgeR (Bioconductor release 3.2.4) uses a pair-wise design to measure differential expression. The analysis is based on a negative binomial model that uses over-dispersion estimates to account for biological variability (i.e., sample to sample differences); this is an alternative to the Poisson estimates of biological variability that are often inappropriate [17]. Genes with less than 10 reads were excluded from the analysis and TMM normalization of the sequenced libraries was performed to remove effects due to differences in library size [18]. The most stringent dispersion method (tag-wise) was used to ensure that differential expression was not due to individual differences. EdgeR generates a log2 fold change for each gene, p values and the Benjamini-Hochberg false discovery rate (FDR) are calculated to statistically test the measured DE. Lastly, genes were filtered to those reporting log2 fold changes ≥1 or ≤ −1 (i.e. 2 fold change). The complete R code and parameters used for the analysis are provided in the Supplementary Material (Supplementary File 7).

### Gene Ontology Analysis

The differentially expressed transcripts calculated between fed states at each time point (e.g. FSvCPF, FR2) and between timepoints within each group (e.g. FR8vB, FS) were analyzed using the functional annotation tools of DAVID [19], [20] and additional literature searches. Lists of DEGs from each comparison were entered into DAVID in addition to the complete list of sequenced genes to serve as background for analysis. DAVID analysis provides both functional annotations of each gene (Functional Annotation Table) and of each list of genes (Functional Annotation Clustering) to provide functional information using gene ontology [21]. The Functional Annotation Clustering tool provides an overall picture of the overrepresented and enriched functions by consolidating redundancies in gene ontology categories. Information on specific genes was obtained using the Functional Annotation Table tool and the scientific literature.

## Results

### RNA-Sequencing Quality

The RNA-sequencing (RNA-seq) results from the Illumina HiSeq 2000 were output as FASTQ format and mapped to the NCBI Sscrofa 10.2 release of the pig genome (ftp://ftp.ncbi.nih.gov/genbank/genomes/Eukaryotes/vertebrates_mammals/Sus_scrofa/Sscrofa10.2/) using TopHat [12]. One FR8 sample failed to sequence successfully and was omitted from further analysis. 

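The library left out is the FR8 library of CPF animal 3. In the deposited counts it holds counts on 812 of the 25322 Ensembl identifiers, and it is left out of every value here too, so FR8 in CPF animals rests on 4 animals. With this library kept, the FR8vB comparison (FR8 against Baseline) in CPF animals gave 484 genes past both thresholds (213 up, 271 down).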

For each sample, approximately 11.8 million reads were generated (range, 6.9 to 20.6 million reads). 

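Liver biopsies from 18 FS and 5 CPF pigs gave a separate RNA library for each animal at Baseline (B) and after 2, 8 and 20 hours of full resuscitation. The authors aligned single reads to Sscrofa10.2 with TopHat, counted them on genes with HTSeq and deposited the counts by pig Ensembl identifier, before any conversion to human orthologs. HTSeq's mode and strand setting are not stated, so reads shared by near-identical genes such as actins and myosins could have been split between them or dropped. The 72 FS and 19 CPF libraries used here carry a mean of 12.2 M (M, mega) counts on genes, from 6877117 to 20315978, with a median of 12104172. The paper gives 11.8 M, from 6.9 to 20.6 M, as reads generated. The mean of the counts on genes is above the paper's mean of reads, which the paper's wording does not explain, and every value here uses the counts.

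In CPF animals the median library total was 10647250 at B (8444057 to 12036356), 9943595 at FR2 (9015564 to 13839006), 11702278 at FR8 (8855156 to 11929774) and 11070735 at FR20 (7182282 to 12371875). The FS medians were 12373492 at B (6877117 to 20315978), 11908652 at FR2 (8260616 to 13755162), 13265543 at FR8 (11159561 to 15547165) and 12844722 at FR20 (8540967 to 16613261). Scaling was by TMM, and CPM (counts scaled to a library of 1 M) are on TMM-scaled library sizes unless the library's own total is named as the base. A fold given as at least some value is on the library's own total. Changes from Baseline come from a fit of all 91 libraries with a term for each of the 23 animals, and a difference between the groups' changes is the interaction, CPF minus FS. A gene is called when its adjusted p is under 0.05 and its log2 fold change at least 1 in size. Within-animal changes are differences of log2 CPM with a prior count of 2. For lists of genes, camera was run with a preset correlation of 0.01 over 310 pairs of list and comparison, of which 85 passed an adjusted p of 0.05. Under the rotation test fry 70 pairs passed, and 44 passed under both with the same direction. Lists taken from the study were chosen on these samples. Their passes under camera or fry in the comparison that chose them are not independent evidence. Among the pairs that set CPF against FS, camera passed 28 and fry 1, the peptidase genes at FR8vB (adjusted p = 0.0332).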

On average 88.8% of the reads generated were mapped uniquely (range, 85.7–98.3 percent mapped). Following conversion to human orthologs and Human Gene Nomenclature Committee (HGNC) notation, to facilitate functional analysis, we identified 16,498 genes. 

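Here all identifiers were kept under their Ensembl names. At least 1 count was present for 18356 of them. A symbol was found for 12503, of which 2382 came from the study's own tables and 10121 from a gene name table alone. The filter on the sum of CPM left 12362 genes at Baseline, 13923 in the fit of changes from Baseline, and 11892, 11951 and 12307 where CPF and FS were set against each other at FR2, FR8 and FR20.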

The raw data has been made available through the Gene Expression Omnibus database accession number GSE55674.

### Differentially Expression

We initially compared gene expression differences between CPF and FS animals at Baseline. Of the 16,498 genes, 68 were identified as differentially expressed genes (DEGs) with 14 upregulated and 54 downregulated in CPF relative to FS. In addition, subsequent analysis comparing each timepoint relative to baseline between CPF and FS identified 13, 29, and 30 DEGs at FR2, FR8 and FR20 versus baseline respectively. 

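In the counts, edgeR's quasi-likelihood test called 1 gene between CPF and FS animals at Baseline, higher in CPF. With the adjusted p alone 2 genes passed, and 964 had an unadjusted p under 0.05. File S1 of the study lists 67 separate identifiers for this comparison, and 63 of them were tested. All 63 changed in the study's direction with an unadjusted p under 0.05, 1 was called, and 21 differed by at least 1 between the group medians on the log2 scale. Their median absolute log2 fold change was 5.30 between group means and 0.78 between group medians. The count moved most under the study's own design matrix and likelihood ratio test, to 54 (10 up, 44 down), which called 42 of the 63. Leaving out FS animal 20 gave 5 genes and leaving out FS animal 21 gave 2. Every other animal left out, CPF or FS, gave 1.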

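As interactions in the deposited counts, 0 genes were called at FR2vB, 0 at FR8vB and 0 at FR20vB, while 439, 653 and 502 had an unadjusted p under 0.05. The study's own design matrix and likelihood ratio test moved these counts most, to 12, 17 and 21. DESeq2's Wald test gave 5, 8 and 9. Setting CPF against FS at the timepoint itself, without Baseline libraries, also called 0 genes at each, with 664, 618 and 400 at an unadjusted p under 0.05.

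All 3 interactions share the Baseline libraries. Over 13945 genes the FR2vB difference had a correlation of −0.75 with the difference at Baseline, where 1000 random groups of 5 of the 23 animals gave a median of −0.75 (95% of them from −0.93 to −0.46). At FR20vB the correlation was −0.87, against a random median of −0.82 (−0.93 to −0.61).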

At each time point following resuscitation, all DEGs were higher in CPF compared to FS except 2 genes at FR20 versus baseline (CHKA and GCK) (Supplementary File 1).

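CHKA (choline kinase alpha, ENSSSCG00000012889) averaged 56.2 ± 33.7 CPM (SD, n = 5) in CPF animals at B and 14.6 ± 2.81 at FR20, against 19.1 ± 10.1 (SD, n = 18) and 23.9 ± 11.2 in FS animals. Its FR20vB interaction was −2.23 (standard error 0.47, adjusted p = 0.173 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with median within-animal changes of −1.49 in CPF and 0.24 in FS animals. At B, CPF animal 13 had 116 CPM of CHKA and the other 4 had 36.5 to 47.9. CHKA was called by DESeq2, by the likelihood ratio test and under the study's design. Set against FS animals at FR20 itself, CPF animals were at −0.72 for CHKA (standard error 0.29, adjusted p = 1 by the same edgeR test).

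Of the File S1 genes for FR2vB, 13 were tested, all with the study's sign and 4 with an unadjusted p under 0.05. For FR8vB all 27 tested had the study's sign and 7 an unadjusted p under 0.05, and for FR20vB these counts were 29 and 13.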

We then compared gene expression differences between each time point and baseline within each fed state. 

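Within CPF animals the test called 99 genes at FR2vB (64 up, 35 down) and 409 at FR8vB (223 up, 186 down). At FR2vB TSPAN14 (ENSSSCG00000010341) rose by 1.81 (standard error 0.36) and RGS4 (ENSSSCG00000006335) by 3.88 (standard error 0.79), while TMEM204 (ENSSSCG00000008021) changed by −1.55 (standard error 0.29) and HERC1 (ENSSSCG00000004561) by −1.02 (standard error 0.20). Each of these 4 has an adjusted p of 0.0113 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and moved the same way in 5 of 5 animals. At FR8vB GSKIP (ENSSSCG00000022930) rose by 1.81 (standard error 0.32, adjusted p = 0.00241), while MYH7B (ENSSSCG00000007288) changed by −2.57 (standard error 0.47, adjusted p = 0.00311) and CDAN1 (ENSSSCG00000004719) by −1.19 (standard error 0.23, adjusted p = 0.00354), each in 4 of 4 animals by the same edgeR test. At B, animals of this group stood apart for some of them: RGS4 was 25.2 CPM in animal 8 and 1.23 to 3.29 in the others, GSKIP 7.92 in animal 3 and 16.4 to 20.1 in the others. CDAN1 was 39.3 CPM in animal 13 and 20.6 to 23.1 in the others, and at FR2 TMEM204 was 9.40 CPM in animal 8 and 4.43 to 5.55 in the others.

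The median within-animal change was at least 1 in size for 63 of the 64 risen and 33 of the 35 fallen genes at FR2vB, and for 205 of 223 and 177 of 186 at FR8vB. A group with at most 3 counts in every library is behind 1 risen and 1 fallen call at FR2vB, and 9 and 8 at FR8vB. Single animals move the counts. At FR2vB 0 genes were called without animal 7, 13 or 18, 6 without animal 3 and 104 without animal 8. At FR8vB 203 were called without animal 3, 111 without animal 8, 75 without animal 13, 22 without animal 18 and 19 without animal 7. Among the settings chosen in advance that keep every animal, the striated muscle list as a covariate moved the counts most, to 358 at FR2vB and 1505 at FR8vB.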

Within carbohydrate prefed animals 116, 478, and 0 DEGs were identified at FR2, FR8, and FR20 timepoints versus baseline respectively (Supplementary File 2). Observed gene expression changes in fasted animals was far more extensive as 1442, 1460, and 1215 DEGs were identified at FR2, FR8 and FR20 timepoints versus baseline respectively (Supplementary File 3). 

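In FS animals edgeR's test called 1464 genes at FR2vB (503 up, 961 down), 1477 at FR8vB (470 up, 1007 down) and 1149 at FR20vB (444 up, 705 down). Adjusted p alone moved the counts most, to 4366, 4155 and 3160. The median within-animal change reached 1 in size for 411 of the 503 genes that rose at FR2vB and 380 of the 961 that fell. At FR8vB these were 390 of 470 and 495 of 1007, and at FR20vB 320 of 444 and 334 of 705. Among the fallen genes the median change was above 0 for 9, 16 and 7. FS animals had at most 3 counts in every library of B or of the later timepoint for 5 risen and 127 fallen calls at FR2vB, 6 and 122 at FR8vB, and 10 and 100 at FR20vB. With the striated muscle list as a covariate 801, 811 and 669 of the calls remained. Limma with library quality weights, chosen after seeing the data, kept 929, 984 and 755.

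The groups hold 18 and 5 animals. In 100 random draws of 5 FS animals, each fitted alone, the median count was 8.5 at FR2vB (0 to 2149), 1 at FR8vB (0 to 2647) and 5.5 at FR20vB (0 to 1777). These low medians come from the 65 draws that held animal 17, 19 or 21, and the other 35 had medians of 1014, 1341 and 921, where CPF libraries fitted alone gave 628, 1527 and 407 calls.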

Table 1 summarizes the DEGs for all comparisons (FDR<0.05).

**Table 1:** Number of differentially expressed genes between CPF and FS animals and between timepoints within groups.

Comparison	Differentially Expressed Genes
CPFvFS, B	68
CPFvFS, FR2vB	13
CPFvFS, FR8vB	29
CPFvFS, FR20vB	30
FR2vB, CPF	116
FR8vB, CPF	478
FR20vB, CPF	0
FR2vB, FS	1442
FR8vB, FS	1460
FR20vB	1215

Abbreviations: CPF (Carbohydrate Prefed), FS (Fasted), B (Baseline), FR2, FR8 and FR20 (2, 8 and 20 hours after full resuscitation).

### Functional Analysis – Fed State Expression

Analysis of the differentially expressed transcripts using the Database for Annotation, Visualization and Integrated Discovery (DAVID) [19] and accompanying literature searches provided an overall picture of the overrepresented functions between the two fed states at various time points (Supplementary File 4). 

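Of the carbohydrate genes that the study groups at Baseline, HK2 (hexokinase 2, ENSSSCG00000008261) was at −9.32 for CPF over FS animals (standard error 3.62), ENO3 (enolase 3, ENSSSCG00000017904) at −8.60 (standard error 3.32) and GPD2 (ENSSSCG00000015872) at −3.13 (standard error 1.37), lower in CPF animals by group means. Each has an adjusted p of 0.639 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the group medians differed by −0.48, −0.08 and −0.37. HK2 was 573.6 CPM in FS animal 17, 463 in animal 19 and 790.2 in animal 21, and 0.95 in the next highest FS animal. ENO3 was 4638 CPM in animal 17, 4282 in animal 19 and 3436 in animal 21, and 5.82 in the next. The list as a whole had an adjusted p of 0.326 under camera and 0.693 under fry. HK2, ENO3, GPD2 and PYGM (muscle glycogen phosphorylase) each pass when adjusted over the list alone, and because the study chose the list on these samples that is not independent evidence.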

As expected, comparisons at baseline provide evidence of upregulation of transcripts important for carbohydrate metabolism in CPF animals (Figure 2). 

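Among 28 contractile and cytoskeletal genes that the study groups together, such as ACTC1, DES and ACTA1, the median log2 fold change of CPF over FS animals at Baseline was −7.47, and 27 of the 28 were lower in CPF. With the 5 genes that a group lacks (at most 3 counts in each of its libraries) set at their bound, the median was −7.45. None of the 28 was called among all genes tested, and 28 of 28 passed adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Camera gave an adjusted p of 3.58e-05 and fry 0.508, and both share that limit. Between group medians the list's median difference was −0.68, and with the striated muscle list as a covariate its median fold change was −0.59.

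In CPM of the library's own total, these genes summed to 112.1 to 185.8 in the CPF libraries at Baseline. They made up 8.35% of all counts in FS animal 17, 8.21% in animal 19 and 8.94% in animal 21, with 222 CPM in the next highest FS animal. Albumin had 4 counts in the Baseline library of animal 17 (0.20 CPM, 95% Wilson interval 0.0766 to 0.506), 899 in that of animal 19 (52.7, interval 49.4 to 56.3) and 5 in that of animal 21 (0.31, interval 0.133 to 0.730). The next lowest Baseline library of the FS animals, from animal 10, had 59451 CPM. These intervals cover counting alone. A list of 13 striated muscle genes, of which the study's heatmaps show none, held 20067 CPM in animal 17, 7260.2 in animal 19 and 11790.0 in animal 21, with 47.3 in the next FS animal and 17.5 to 34.9 in CPF animals. Libraries of animals 17, 19 and 21 from FR2 on had at least 13202 CPM of albumin.

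**Figure D1:**
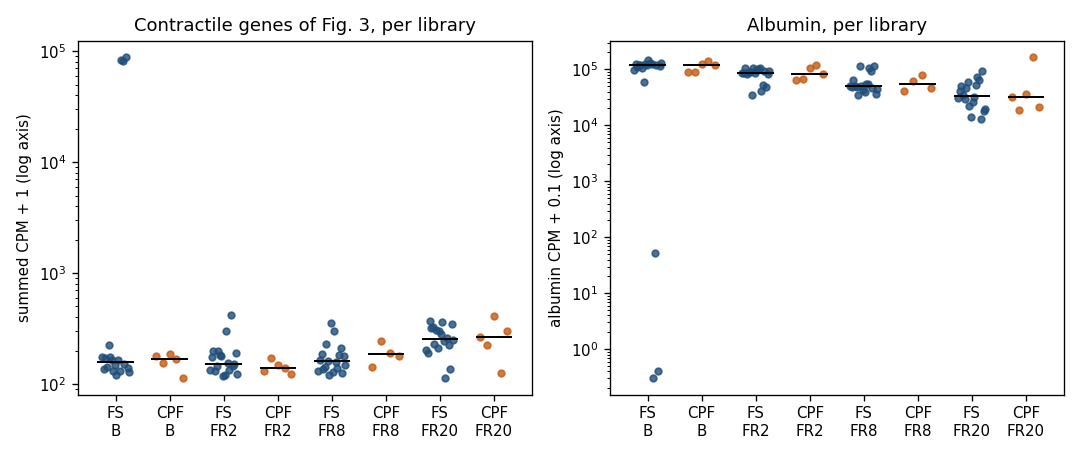
Contractile genes (left, summed CPM plus 1) and albumin (right, CPM plus 0.1) in every library, both in CPM of the library's total on log axes. Each dot is 1 library (FS blue, CPF orange) and black lines are medians.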

Curiously, the majority of the differences were related to contractile proteins associated with the cytoskeleton. In contrast to previous cell-based studies our in vivo investigation reports higher actin mRNA in fasted animals at baseline [22]–[24]. This trend reverses during FR2, FR8 and FR20 where cytoskeletal proteins in CPF exceed FS animals (Figure 3).

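Cardiac actin (ACTC1, ENSSSCG00000004803) had at most 3 counts in every CPF library at Baseline and was at least 998-fold higher on average in FS animals by CPM of the library's total (adjusted p = 0.639 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was above every CPF animal in 12 of the 18 FS animals. Between group means of log2(CPM + 1) it differed by −1.886, CPF minus FS (2-sided exact permutation test, p = 0.115). ACTC1 was 2610.2 CPM in FS animal 17, 489.8 in animal 19, 1217 in animal 21 and 1.59 in the next. Skeletal actin (ACTA1, ENSSSCG00000010190) differed by −13.99 in CPF over FS (standard error 5.19, adjusted p = 0.639) and by −0.28 between group medians. In CPM of the library's total it was 18973 in animal 17, 27283 in animal 19 and 25109 in animal 21, with at most 24.0 in other FS animals and at most 0.65 in CPF animals. Cytoplasmic actins were higher in CPF animals, ACTB (ENSSSCG00000007585) by 0.51 (standard error 0.25, adjusted p = 0.649) and ACTG1 (ENSSSCG00000028355) by 0.81 (standard error 0.25, adjusted p = 0.639). ACTA2 of smooth muscle (ENSSSCG00000010447) was at −0.29 (standard error 0.25, adjusted p = 0.854). The actins are paralogs whose reads the authors' counting could have split.

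A list of 27 cytoskeletal genes of nonmuscle cells had a median log2 fold change of −0.02 (adjusted p = 0.534 under camera, 0.774 under fry), and 5 smooth muscle genes had −0.37 (0.167 and 0.396). The nonmuscle list held 4909.7 CPM of the total in animal 17, 6144 in animal 19 and 6946 in animal 21, inside the FS range of 3224 to 7813.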

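The change from Baseline of the same 28 genes was higher in CPF than in FS animals by a median of 2.31 at FR2vB, 2.22 at FR8vB and 2.29 at FR20vB, with 27 of 28 above 0 at each. Over the 22, 20 and 23 genes that no group lacks the medians were 2.12, 2.01 and 1.94. Camera gave an adjusted p of 2.29e-07, 7.79e-05 and 5.67e-05, and fry 0.34, 0.365 and 0.403. None was called, and none passed adjusted over the list alone. With the striated muscle list as a covariate the medians were 0.16, 0.47 and 0.47.

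Set against each other at the timepoint itself, CPF animals were lower than FS animals by the median gene of this list. The median log2 fold change was −0.41 at FR2 (21 genes tested, 17 lower in CPF), −0.40 at FR8 (23, 15 lower) and −0.29 at FR20 (24, 14 lower). By the summed CPM of the library's total, CPF medians were 137.9, 184.3 and 266.6, against 151.9, 159.9 and 252.6 in FS animals. At FR8 and FR20 the direction thus turned on the summary. No gene of the list was called at any of these timepoints, and 2, 3 and 3 had an unadjusted p under 0.05. Within CPF animals the list's median change from Baseline was 0.05, −0.07 and 0.25 (camera's adjusted p = 0.825, 0.872 and 0.804), with 0 genes called.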

**Figure 2:**
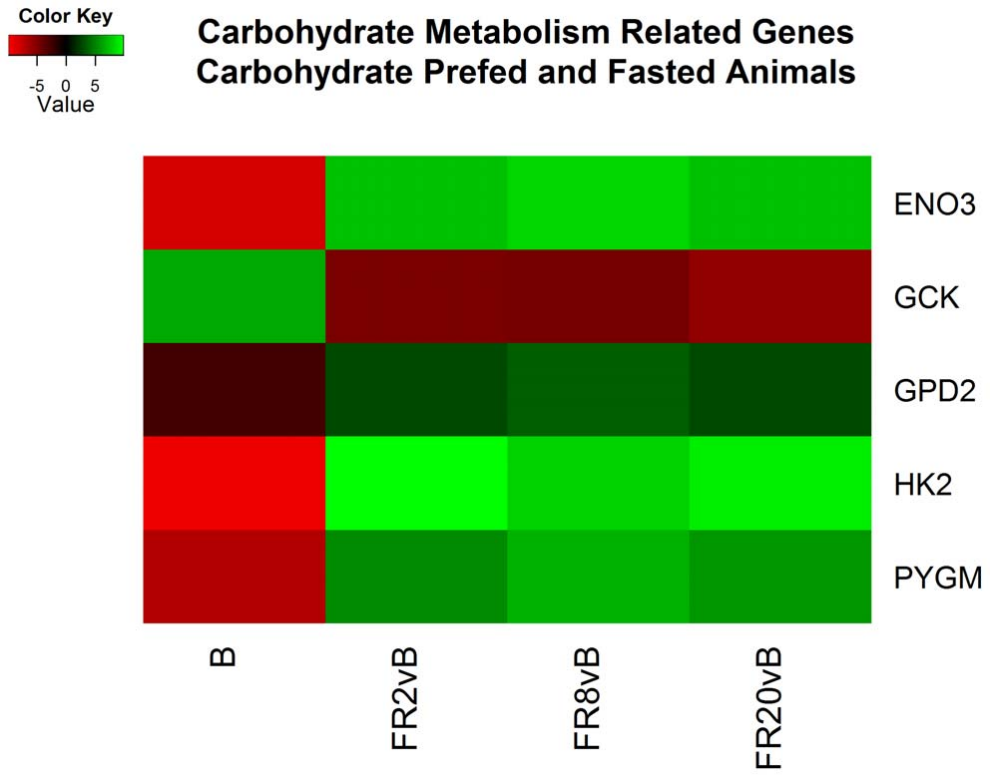
Heatmap of log2 fold changes of genes associated with carbohydrate metabolism between carbohydrate prefed (CPF) and fasted (FS) animals. Rows are differentially expressed genes (DEGs) following RNA sequencing. Columns denote the respective timepoints Baseline (B), 2 hours full resuscitation change from Baseline (FR2vB), 8 hours full resuscitation change from Baseline (FR8vB), and 20 hours full resuscitation change from Baseline (FR20vB). Green denotes higher concentration or larger changes in mRNA concentration in CPF whereas red denotes the opposite.

**Figure 3:**
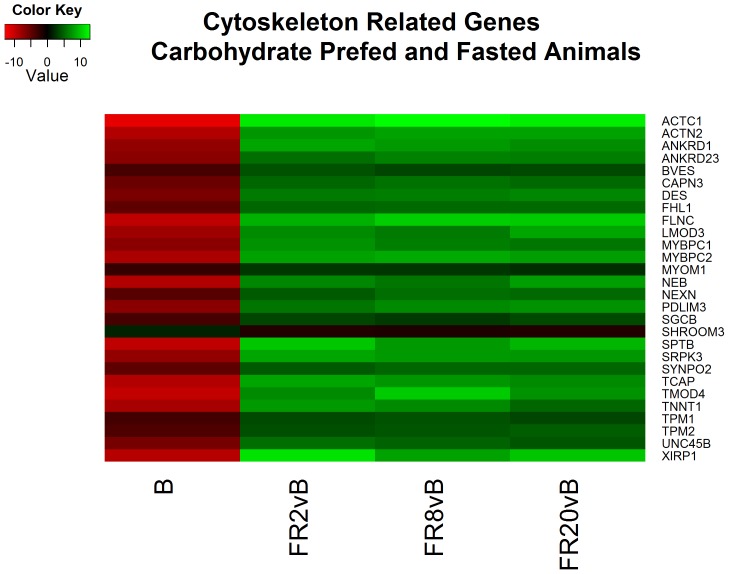
Heatmap of log2 fold changes of genes associated with cytoskeleton processes between carbohydrate prefed (CPF) and fasted (FS) animals. Rows are differentially expressed genes (DEGs) following RNA sequencing. Columns denote the respective timepoints Baseline (B), 2 hours full resuscitation change from Baseline (FR2vB), 8 hours full resuscitation change from Baseline (FR8vB), and 20 hours full resuscitation change from Baseline (FR20vB). Green denotes higher concentration or larger changes in mRNA concentration in CPF whereas red denotes the opposite.

### Functional Analysis – Responses to Shock and Resuscitation within each Fed State

#### Carbohydrate prefed - FR2 v. baseline

Analysis of each timepoint relative to baseline within CPF animals revealed several responses that are characteristic of hemorrhagic shock and resuscitation. Analysis of FR2vB identified functional responses including increases in processes associated with cell adhesions, hormone responses and cell membrane processes (Supplementary File 5). 

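Of the adhesion and junction genes in File S5, 11 were tested within CPF animals at FR2vB, with a median log2 fold change of 1.46 (9 up, 2 down). Camera gave an adjusted p of 1.39e-04 and fry 0.00396. Of these, 2 were called as risen and 2 as fallen, and 11 of 11 passed adjusted over the list alone. Neither that count nor the camera and fry results are independent evidence, because the study chose these genes on the same samples. The highest was CHRM1 (ENSSSCG00000024545) at 4.61 (standard error 1.29, adjusted p = 0.0569 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), up in 5 of 5 animals. It was called by DESeq2, by the likelihood ratio test, under the study's design and with the striated muscle list as a covariate. PGM5 (ENSSSCG00000005243) was the lowest at −1.65 (standard error 0.34, adjusted p = 0.0113), down in 5 of 5. Among hormone and cytokine signaling genes, STAT3 (ENSSSCG00000017403) rose by 1.66 (standard error 0.44, adjusted p = 0.0439) in 5 of 5 animals.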

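The 7 genes of the response to wounding rose in CPF animals at FR2vB with a median of 2.84 (adjusted p = 3.10e-10 under camera, 1.23e-04 under fry), 6 of them called. S100A12 (ENSSSCG00000006589) rose most, by 5.13 (standard error 1.30, adjusted p = 0.035 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 0.265 ± 0.388 CPM at B to 8.72 ± 7.31 at FR2 (SD, n = 5), up in 5 of 5 animals. At B animal 7 had 0.951 CPM of it and the others 0 to 0.136. OLR1 (ENSSSCG00000000647) rose least, by 1.85 (standard error 0.42, adjusted p = 0.0206), also in 5 of 5. S100A12 is also a marker of neutrophils, and 5 neutrophil genes had a median change of 4.45 (adjusted p = 1.02e-04 under camera, 0.00286 under fry).

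The 10 genes of cell death had a median of 1.62 (adjusted p = 1.43e-09 under camera, 7.28e-05 under fry), 7 called as risen and 1 as fallen. NOD1 (ENSSSCG00000016678) was the highest at 2.30 (standard error 0.56, adjusted p = 0.0283) and ITPR1 (ENSSSCG00000011533) the lowest at −1.44 (standard error 0.37, adjusted p = 0.0391), by the same edgeR test, each in 5 of 5 animals. Adjusted over the list alone 7 of 7 wounding and 10 of 10 cell death genes pass. Neither these counts nor the camera and fry results of the 2 lists are independent evidence, because the study chose both on these samples. Without CPF animal 7, 13 or 18 none of these genes was called at this timepoint.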

Exploration of the genes within these categories revealed activation of gene expression related to evidence of wound healing, and apoptosis.

#### Carbohydrate prefed - FR8 v. baseline

Continued resuscitation in CPF animals continued to identify gene expression characteristic of the response to hemorrhagic shock and resuscitation. Functional clusters identified included altered cytokine production (Figure 4), lipid metabolism (Figure 5), oxidation-reduction processes, hormone responses, and peptidase activity (Figure 6) (Supplementary File 5). 

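At FR8vB in CPF animals 6 genes of cytokine production had a median log2 fold change of 1.62 (adjusted p = 0.223 under camera, 0.0511 under fry), with 3 called as risen and 2 as fallen, and a median of 1.84 over the genes that no group lacks. PCSK5 (ENSSSCG00000023520) was highest at 2.39 (standard error 0.73, adjusted p = 0.0457 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), up in 4 of 4 animals. IL12RB2 (ENSSSCG00000003799) was at least 1.38-fold lower, with 0.08 CPM in animal 13 and 0 in the other 3 at FR8 (adjusted p = 0.0377 by the same edgeR test). For 18 peptidase genes the median was 1.38 (adjusted p = 0.0918 under camera, 2.70e-04 under fry), with 7 called as risen and 3 as fallen. UCHL1 (ENSSSCG00000022945) rose by 3.75 (standard error 1.10, adjusted p = 0.0396) and USP2 (ENSSSCG00000015120) changed by −4.42 (standard error 1.19, adjusted p = 0.0275), each in 4 of 4 animals by the same edgeR test. Of these lists 6 of 6 and 16 of 18 pass adjusted over the list alone. Neither these counts nor the camera and fry results are independent evidence, because the study chose these lists on the same samples. As interactions, CPF minus FS, 0 genes of either list were called.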

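MYD88 (ENSSSCG00000011251) rose in CPF animals from 27.0 ± 3.39 CPM at B (SD, n = 5) to 92.8 ± 8.36 at FR8 (SD, n = 4), a log2 fold change of 1.85 (standard error 0.33, adjusted p = 0.00241 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), up in 4 of 4 animals. HSPD1 (ENSSSCG00000016077) rose from 653 ± 131 to 1616 ± 212 CPM, by 1.40 (standard error 0.39, adjusted p = 0.0303 by the same edgeR test), also in 4 of 4. HSPD1 was not called without animal 7, 8, 13 (1.22) or 18 (1.44), while MYD88 was called with any animal left out. FS animals had rises of 1.43 for MYD88 (standard error 0.16, 15 of 18 animals up) and 1.16 for HSPD1 (standard error 0.19, 17 of 18 up). The interaction was 0.42 for MYD88 (adjusted p = 0.931) and 0.24 for HSPD1 (adjusted p = 0.95). At FR8 itself CPF animals differed from FS animals by 0.12 for MYD88 (adjusted p = 0.993) and 0.16 for HSPD1 (adjusted p = 0.989). A second identifier under the name MYD88 has 0 counts.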

Genes associated with cytokine production included heat shock 60 kDa protein 1 (HSPD1) and myeloid differentiation primary response 88 (MyD88) which both induce pro-inflammatory cytokines [25]–[27]. 

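At FR8vB in CPF animals, 16 genes of cholesterol synthesis had a median log2 fold change of −2.61 (adjusted p = 1.43e-09 under camera, 0.0114 under fry), 6 of them called and all 6 as fallen. SQLE changed by −4.08 (standard error 1.08, adjusted p = 0.0255 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), HMGCS1 by −3.52 (standard error 0.99, adjusted p = 0.0345) and CYP51A1 by −2.73 (standard error 1.06, adjusted p = 0.114), each down in 4 of 4 animals. IDI1 (ENSSSCG00000027363) had at most 3 counts in each CPF library at FR8 and was at least 11.6-fold lower than at B (adjusted p = 0.0225 by the same edgeR test). In the study's own set of 10 lipid genes the median was −2.68 (adjusted p = 5.76e-09 under camera, 0.00407 under fry) and 6 were called as fallen. All 10 of 10 pass adjusted over the list alone. Neither that count nor the camera and fry results of this set are independent evidence, because the study chose the list on these samples. CYB5R3 (ENSSSCG00000000038) was its least changed member at −1.06 (standard error 0.35, adjusted p = 0.0608 by the same edgeR test), and it was called by DESeq2, by the likelihood ratio test, under the study's design, with the muscle covariate, without animal terms and with all 92 libraries.

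For 19 genes of β-oxidation the median was −0.61 (adjusted p = 0.00213 under camera, 0.0956 under fry), with 2 called as fallen. ACAA2 (ENSSSCG00000004510) changed by −2.15 (standard error 0.65, adjusted p = 0.0441 by the edgeR test), down in 4 of 4 animals. ACADVL (ENSSSCG00000017947) changed by 1.68 (standard error 1.57, adjusted p = 0.559), with 5.87 CPM in animal 13 and 0.31 to 0.448 in the other 3 at FR8. The 10 genes of cell death taken from FR2vB had a median of 0.80 at FR8vB (adjusted p = 0.00427 under camera, 0.0124 under fry), with 2 called as risen.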

Analysis of specific genes within categories suggested decreased cholesterol synthesis, decreased fatty acid beta-oxidation and apoptosis. All processes are typical following ischemia-reperfusion [28], [29]. No genes were found to be significant when comparing FR20 to baseline, possibly a consequence of the small sample size in the CPF group.

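At FR20vB in CPF animals the deposited counts also gave 0 called genes, where 1515 had an unadjusted p under 0.05. Leaving out animal 13 gave 8 genes, and leaving out any other gave 0. The peptidase list of FR8vB had a median of 0.61 at FR20vB (adjusted p = 0.0943 under camera, 0.00312 under fry). Counts differed with the test and with the libraries that set the spread: the striated muscle list as a covariate gave 101 genes, DESeq2's Wald test 57, and the likelihood ratio test 33. Fitted on CPF libraries alone, an alternative chosen after seeing the data, 407 genes were called. In draws of 5 FS animals fitted alone, 0 genes were called at FR20vB in 26 of 100, and at least 407 in 23.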

**Figure 4:**
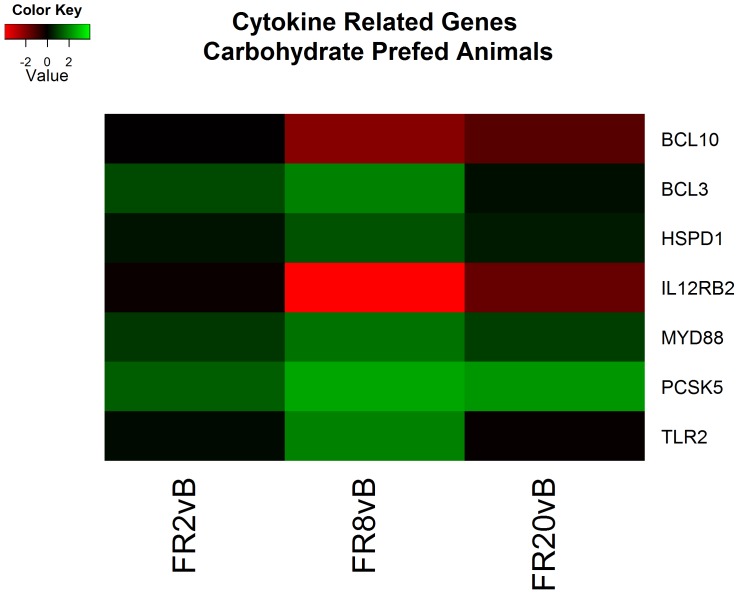
Heatmap of log2 fold changes of genes associated with cytokine related genes in carbohydrate prefed (CPF) animals at each resuscitation timepoint (2, 8, and 20 hours) relative to Baseline (B). Rows are differentially expressed genes (DEGs) following RNA sequencing. Columns denote the respective timepoints Baseline (B), 2 hours full resuscitation change from Baseline (FR2vB), 8 hours full resuscitation change from Baseline (FR8vB), and 20 hours full resuscitation change from Baseline (FR20vB). Green denotes increased mRNA expression with respect to Baseline whereas red denotes the opposite.

**Figure 5:**
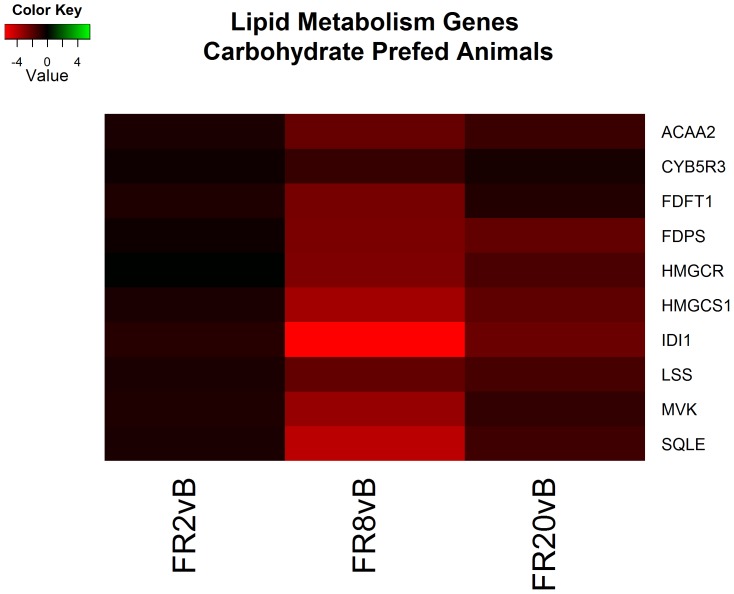
Heatmap of log2 fold changes of genes associated with lipid metabolism in carbohydrate prefed (CPF) animals at each resuscitation timepoint (2, 8, and 20 hours) relative to Baseline (B). Rows are differentially expressed genes (DEGs) following RNA sequencing. Columns denote the respective timepoints Baseline (B), 2 hours full resuscitation change from Baseline (FR2vB), 8 hours full resuscitation change from Baseline (FR8vB), and 20 hours full resuscitation change from Baseline (FR20vB). Green denotes increased mRNA expression with respect to Baseline whereas red denotes the opposite.

**Figure 6:**
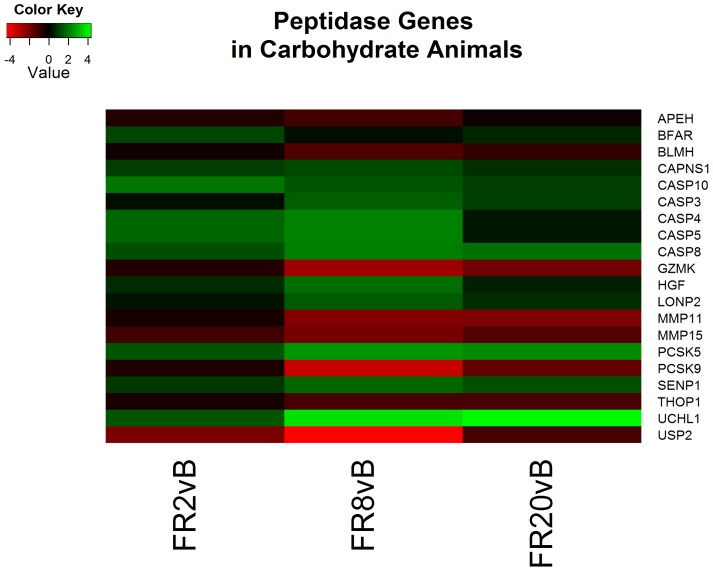
Heatmap of log2 fold changes of genes associated with peptidase activity in carbohydrate prefed (CPF) animals at each resuscitation timepoint (2, 8, and 20 hours) relative to Baseline (B). Rows are differentially expressed genes (DEGs) following RNA sequencing. Columns denote the respective timepoints Baseline (B), 2 hours full resuscitation change from Baseline (FR2vB), 8 hours full resuscitation change from Baseline (FR8vB), and 20 hours full resuscitation change from Baseline (FR20vB). Green denotes increased mRNA expression with respect to Baseline whereas red denotes the opposite.

#### Fasted – FR2 v. baseline

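At FR2vB in FS animals NOD1 rose by 2.93 (standard error 0.31, 17 of 18 animals up) and CARD10 (ENSSSCG00000025260) by 2.29 (standard error 0.25, 17 of 18 up), both with an adjusted p of 6.80e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. PGM5 changed by −1.43 (standard error 0.18, adjusted p = 1.51e-08) and PRKAG2 (ENSSSCG00000016432) by −1.11 (standard error 0.16, adjusted p = 2.39e-07), each down in 17 of 18. OLR1 rose by 1.79 (standard error 0.22, adjusted p = 2.26e-08, 18 of 18 up) and S100A12 by 2.23 (standard error 0.62, adjusted p = 0.00428, 15 of 18 up).

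The adhesion and junction genes that changed in CPF animals had a median of 1.25 in FS animals (adjusted p = 1.25e-05 under camera, 1.10e-07 under fry), with 8 called as risen and 1 as fallen. For the wounding genes the median was 1.87 (2.90e-09 and 5.27e-08), with 7 called, and for the cell death genes 1.26 (3.18e-09 and 7.80e-10), with 8 called as risen and 1 as fallen. Neutrophil genes had a median of 2.23 (0.00242 and 9.32e-05).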

Functional analysis of resuscitation in FS animals returned 37 clusters of similar processes to CPF animals including cell adhesions, wound healing, cytokine inflammation and apoptosis (Supplementary File 6). In contrast to CPF animals, cytoskeleton reorganization appears to be taking place wherein cytoskeletal genes are decreasing (Figure 3). This finding is concordant with previous reports of cytoskeleton destabilization following reperfusion [30].

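In FS animals the 28 contractile genes had a median log2 fold change of −2.08 at FR2vB, with 26 of them down (adjusted p = 0.00163 under camera, 0.0252 under fry). Of these, 20 were called as fallen, and 22 passed adjusted over the list alone. The median of their within-animal medians was −0.33, and with the striated muscle list as a covariate their median fold change was 0.08. ACTC1 changed by −5.30 (standard error 1.23, adjusted p = 6.62e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), down in 10 and up in 7 of 18 animals, with a median change of −0.33. ACTA1 changed by −3.87 (standard error 1.52, adjusted p = 0.0438), down in 9 and up in 9, with a median of −0.02. Desmin (DES, ENSSSCG00000020785) changed by −2.01 (standard error 0.66, adjusted p = 0.016), down in 13, with a median of −0.40, and was 13578 CPM at B in animal 17, 13462 in animal 19 and 10353 in animal 21, with 43.9 in the next.

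ACTB rose by 0.89 (standard error 0.18, adjusted p = 1.08e-04) and ACTG1 by 1.29 (standard error 0.24, adjusted p = 3.31e-05), each in 17 of 18 animals by the same edgeR test. The 27 cytoskeletal genes of nonmuscle cells had a median of 0.17 in FS animals, 21 of them up (adjusted p = 4.86e-05 under camera, 1.01e-04 under fry), and 0.40 in CPF animals, 24 up (3.27e-04 and 0.046). The summed CPM of the striated muscle list was lower at FR2 than at B in 17 of 18 FS animals, with a mean change of −1.96 on the log2 scale and a median of −0.65 (2-sided exact sign-flip test, p = 0.00134). In CPF animals its mean change was −0.40, down in 4 of 5 (2-sided exact sign-flip test, p = 0.188).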

#### Fasted – FR8 v. baseline

Following 8 hours of resuscitation FS, functional analysis identified 45 clusters that were very similar to CPF animals. 

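MYD88 (adjusted p = 9.13e-09) and HSPD1 (adjusted p = 6.33e-06) were called as risen in FS animals at FR8vB by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DENND2D (ENSSSCG00000006797) rose by 2.19 (standard error 0.25, adjusted p = 9.13e-09, 17 of 18 animals up), while PRKAG2 changed by −1.21 (standard error 0.15, adjusted p = 8.12e-08, 18 of 18 down) and MFAP2 (ENSSSCG00000003479) by −2.75 (standard error 0.37, adjusted p = 1.70e-07, 17 of 18 down). The 6 cytokine production genes had a median of 1.26 (adjusted p = 0.101 under camera, 5.63e-04 under fry), with 4 called as risen and 1 as fallen.

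Cholesterol synthesis genes had a median of −1.36 (adjusted p = 0.0047 under camera, 0.0897 under fry), 8 of 16 called as fallen. SQLE changed by −2.13 (standard error 0.54, adjusted p = 0.00198, 14 of 18 down) and HMGCS1 by −1.54 (standard error 0.49, adjusted p = 0.0125, 15 of 18 down). The cell death genes had a median of 0.62 (0.00185 and 1.74e-04), with NOD1 the highest at 1.56 (standard error 0.30, adjusted p = 7.48e-05, 14 of 18 up).

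Outside these processes, 14 genes of the circadian clock had a median of −1.13 (adjusted p = 0.00126 under camera, 2.42e-07 under fry), with PER2 at −3.14 (standard error 0.55, adjusted p = 1.85e-05, 15 of 18 down) and NPAS2 at 1.26 (standard error 0.35, adjusted p = 0.0044, 15 of 18 up). For 10 genes of the unfolded protein response the median was 1.77 (3.60e-05 and 1.43e-04), with CRELD2 at 3.64 (standard error 0.59, adjusted p = 5.24e-06, 16 of 18 up).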

The processes include cytokine inflammation, decreased cholesterol synthesis, and apoptosis (Supplementary File 6). In addition, cytoskeleton reorganization continues to take place as noted by decreasing cytoskeletal gene expression including actin and multiple elevated myosin heavy and light chains (MYH1, MYH2, MY3, MY6, MY7, MY13, MYL1, MYL2, MYL3) (Figure 7). In addition, glycolysis appears to be downregulated as several glycolytic genes decreased (HK2, PGAM2, ENO3, GPD2, PDK2, PFKM, and PKLR) (Figure 8).

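All 9 myosins named were called in FS animals at FR8vB, and all 9 fell, with a median log2 fold change of −9.53 (adjusted p = 0.0474 under camera, 0.00545 under fry). MYH7 (ENSSSCG00000002029) changed by −9.53 (standard error 1.96, adjusted p = 4.09e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), down in 9 and up in 7 of 18 animals. MYL2 (ENSSSCG00000009830) changed by −10.75 (standard error 2.03, adjusted p = 3.17e-04), down in 8 and up in 6, and MYH1 by −9.55 (standard error 1.49, adjusted p = 6.44e-06), down in 11 and up in 4. MYH3 (ENSSSCG00000018007) changed by −1.17 (standard error 0.37, adjusted p = 0.0123), down in 15, and MYH13 was at least 33.5-fold lower. The median within-animal change was −1.08 for MYH3, −0.23 for MYH1 and 0 for MYH7 and MYL2. At B MYH7 was 5149 CPM of the library's total in animal 17, 6108 in animal 19 and 4465 in animal 21. With the striated muscle list as a covariate the median of the 9 was −0.36. The myosins are paralogs whose reads the authors' counting could have split.

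ACTC1 changed by −6.18 (standard error 1.26, adjusted p = 1.52e-04), down in 10 and up in 8 animals, and ACTA1 by −5.05 (standard error 1.47, adjusted p = 0.00673), down in 11. ACTB was at 0.20 (adjusted p = 0.426) and ACTG1 at 0.01 (adjusted p = 0.986), by the same edgeR test. The wider set of 57 contractile genes had a median of −4.27, 45 of them called as fallen (adjusted p = 1.02e-05 under camera, 0.01 under fry), a median within-animal change of 0, and a median of −0.24 with the muscle covariate. Its median was −4.57 with genes that a group lacks at their bound, and −3.83 without them. The 12 striated muscle genes tested had medians of −5.20 at FR2vB, −5.39 at FR8vB and −5.08 at FR20vB (fry's adjusted p = 0.00396, 9.31e-04 and 8.06e-04).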

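Of the 7 glycolytic genes named, 3 were called in FS animals at FR8vB by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. HK2 changed by −3.71 (standard error 1.16, adjusted p = 0.0114), down in 9 and up in 8 of 18 animals with a median change of −0.23. PGAM2 (ENSSSCG00000016720) changed by −6.64 (standard error 1.35, adjusted p = 1.60e-04), down in 10 and up in 6, with a median of −0.05. PDK2 changed by −1.61 (standard error 0.34, adjusted p = 2.47e-04), down in 16 with a median of −2.17, from 127 ± 45.5 CPM to 52.1 ± 57.9 (SD, n = 18). ENO3 was at −1.71 (standard error 0.85, adjusted p = 0.121), up in 10 with a median of 0.20, GPD2 at −0.65 (standard error 0.42, adjusted p = 0.25), up in 12 with a median of 0.45, and PFKM at −0.91 (standard error 0.43, adjusted p = 0.0984), up in 11 with a median of 0.33. The identifier matched to PKLR has 0 counts in every library, although PKLR is in the study's gene tables. With the striated muscle list as a covariate HK2 was at 0.69, PGAM2 at 0.40, ENO3 at 0.69, GPD2 at 0.70 and PFKM at 0.29. The list had an adjusted p of 0.0809 under camera and 0.0112 under fry, with a median of −1.66.

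For the 24 genes of carbohydrate metabolism that the study shows, the median was −1.43 at FR8vB (adjusted p = 0.0133 under camera, 5.63e-04 under fry), with 3 called as risen, 14 as fallen and 19 passing adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Its within-animal median was −0.14. Glycolytic genes of the liver isoforms had a median of 0.14 (11 genes, adjusted p = 0.0526 and 7.97e-05), and those of the muscle isoforms −2.45 (8 genes, 0.255 and 0.216).

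**Figure D2:**
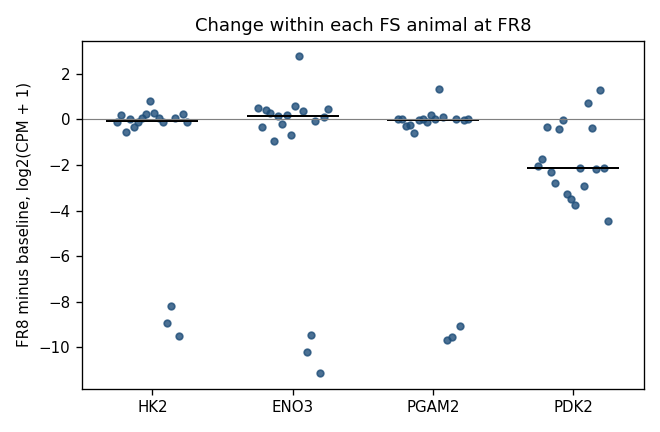
Change within each FS animal from B to FR8 for HK2, ENO3, PGAM2 and PDK2, as a difference of log2(CPM + 1). Each dot is 1 animal and lines are medians.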

**Figure 7:**
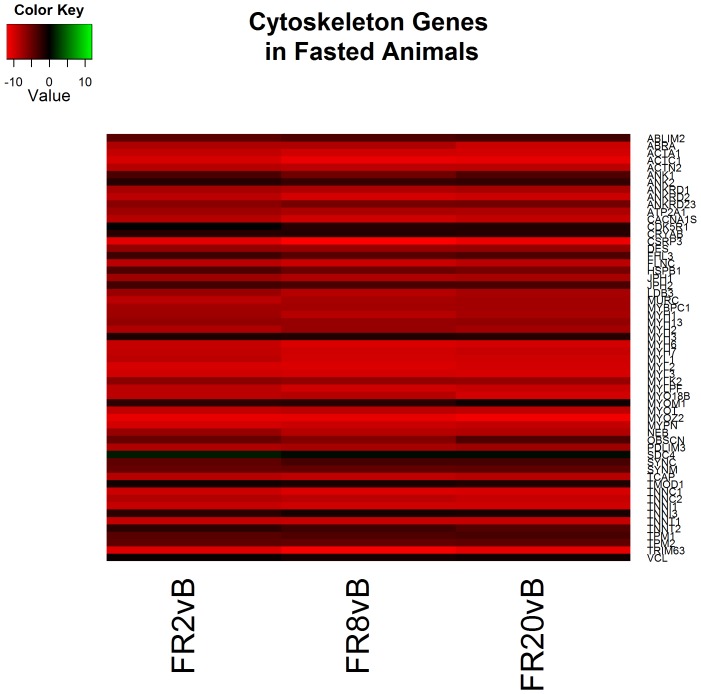
Heatmap of log2 fold changes of genes associated with cytoskeleton processes in fasted (FS) animals at each resuscitation timepoint (2, 8, and 20 hours) relative to Baseline (B). Rows are differentially expressed genes (DEGs) following RNA sequencing. Columns denote the respective timepoints Baseline (B), 2 hours full resuscitation change from Baseline (FR2vB), 8 hours full resuscitation change from Baseline (FR8vB), and 20 hours full resuscitation change from Baseline (FR20vB). Green denotes increased mRNA expression with respect to Baseline whereas red denotes the opposite.

**Figure 8:**
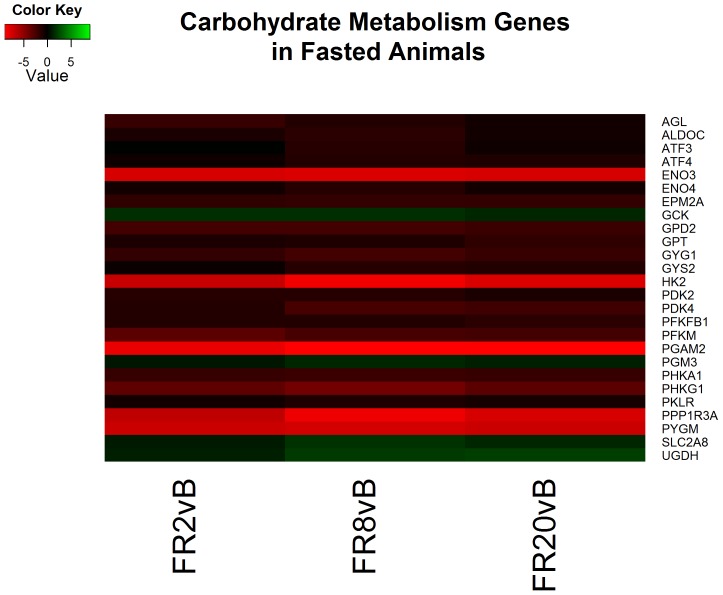
Heatmap of log2 fold changes of genes associated with carbohydrate metabolism in fasted (FS) animals at each resuscitation timepoint (2, 8, and 20 hours) relative to Baseline (B). Rows are differentially expressed genes (DEGs) following RNA sequencing. Columns denote the respective timepoints Baseline (B), 2 hours full resuscitation change from Baseline (FR2vB), 8 hours full resuscitation change from Baseline (FR8vB), and 20 hours full resuscitation change from Baseline (FR20vB). Green denotes increased mRNA expression with respect to Baseline whereas red denotes the opposite.

#### Fasted – FR20 v. baseline

Lastly, of the 41 clusters identified by functional analysis following 20 hours of resuscitation primary processes continued to include cytoskeleton reorganization in addition to ion transport and glucose metabolism processes (Supplementary File 6). 

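At FR20vB in FS animals CYP2B6 (ENSSSCG00000003006) rose by 3.50 (standard error 0.37, adjusted p = 4.71e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and XPNPEP1 (ENSSSCG00000010620) by 1.18 (standard error 0.14, adjusted p = 3.41e-09), each in 17 of 18 animals. ZFAND5 (ENSSSCG00000005264) changed by −2.65 (standard error 0.29, adjusted p = 1.41e-09, 17 of 18 down) and PEBP4 (ENSSSCG00000009631) by −3.34 (standard error 0.39, adjusted p = 7.94e-09, 18 of 18 down). The 28 contractile genes had a median of −1.93 (adjusted p = 0.00116 under camera, 0.0842 under fry), with 1 called as risen, 15 as fallen and 20 passing adjusted over the list alone. Their within-animal median was −0.25, and 0.18 was their median with the muscle covariate. The 57 genes of the wider contractile set had a median of −3.78, 42 called as fallen (5.14e-06 and 0.0221).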

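Among 24 genes of carbohydrate metabolism in FS animals at FR20vB, PGAM2 changed most, by −6.04 (standard error 1.32, adjusted p = 5.66e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), down in 9 and up in 4 of 18 animals with a median within-animal change of 0. UGDH (ENSSSCG00000030150) rose by 2.53 (standard error 0.38, adjusted p = 1.46e-06, 18 of 18 up). The list's median was −0.80 (adjusted p = 0.0757 under camera, 0.0332 under fry), with 3 called as risen and 6 as fallen, and its within-animal median was −0.20. Adjusted over the list alone 13 of 24 pass.

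For 46 genes of ion transport the median log2 fold change was −1.41 with the 10 genes that a group lacks set at their bound, and −1.01 without them (adjusted p = 0.217 under camera, 0.316 under fry). Of the 46, 8 were called as risen and 20 as fallen, and the median within-animal change was 0. CACNA1S (ENSSSCG00000024784) changed by −7.57 (standard error 1.26, adjusted p = 3.77e-05), down in 11 and up in 3 animals with a median of 0. GABRP (ENSSSCG00000021902) was at least 1.26-fold higher (adjusted p = 0.021, 12 of 18 up), and DESeq2 did not call it. Adjusted over the list alone 36 of 46 pass, and because the study chose both lists on these samples neither count is independent evidence. With the striated muscle list as a covariate the medians were 0.29 for carbohydrate metabolism and 0.34 for ion transport.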

Genes associated with glycolytic and ion transport processes continue to both be decreased relative to baseline (Figures 8 & 9). 

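The 30 lipid genes that the study groups for FS animals had a median log2 fold change of −0.85 at FR20vB (adjusted p = 0.0472 under camera, 0.0495 under fry), with 3 called as risen and 11 as fallen, and a within-animal median of −0.52. FASN (ENSSSCG00000029944) changed most, by −3.50 (standard error 0.61, adjusted p = 2.37e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 15 of 18 animals down), from 219 ± 268 CPM to 21.0 ± 20.7 (SD, n = 18). PTGR1 (ENSSSCG00000021386) rose most, by 2.44 (standard error 0.42, adjusted p = 1.59e-05, 17 of 18 up). Of the 30, 16 pass adjusted over the list alone, not independent evidence because the study chose the list on these samples. Cholesterol synthesis genes had a median of −0.89 (0.023 under camera, 0.29 under fry), with 5 of 16 called as fallen. SQLE changed by −1.38 (standard error 0.49, adjusted p = 0.0316, 12 of 18 down) and HMGCS1 by −1.37 (standard error 0.48, adjusted p = 0.0299, 12 of 18 down). For β-oxidation the median was −0.17 over 19 genes (0.71 and 0.895), with 1 called as fallen.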

Cholesterol and lipid oxidation are also decreased in overall expression (Figure 10).

**Figure 9:**
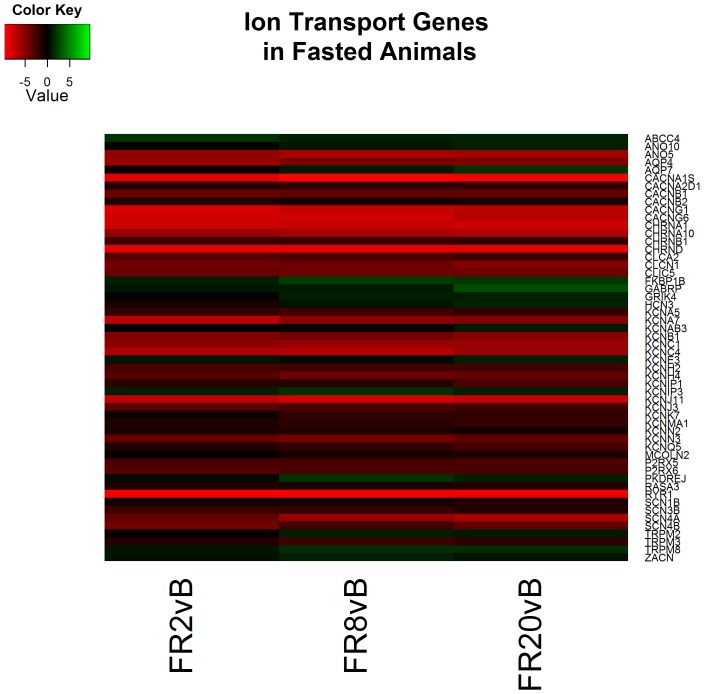
Heatmap of log2 fold changes of genes associated with ion transport in fasted (FS) animals at each resuscitation timepoint (2, 8, and 20 hours) relative to Baseline (B). Rows are differentially expressed genes (DEGs) following RNA sequencing. Columns denote the respective timepoints Baseline (B), 2 hours full resuscitation change from Baseline (FR2vB), 8 hours full resuscitation change from Baseline (FR8vB), and 20 hours full resuscitation change from Baseline (FR20vB). Green denotes increased mRNA expression with respect to Baseline whereas red denotes the opposite.

**Figure 10:**
Heatmap of log2 fold changes of genes associated with carbohydrate metabolism in fasted (FS) animals at each resuscitation timepoint (2, 8, and 20 hours) relative to Baseline (B). Rows are differentially expressed genes (DEGs) following RNA sequencing. Columns denote the respective timepoints Baseline (B), 2 hours full resuscitation change from Baseline (FR2vB), 8 hours full resuscitation change from Baseline (FR8vB), and 20 hours full resuscitation change from Baseline (FR20vB). Green denotes increased mRNA expression with respect to Baseline whereas red denotes the opposite.

## Discussion

We report that the primary differences between the liver transcriptomic response to hemorrhagic shock between fasted and carbohydrate prefed pigs during the first 24 hours in a polytrauma model of hemorrhagic shock and resuscitation consist of glucose metabolism and cytoskeletal remodeling. Consistent with known changes associated with ischemia and reperfusion, we also found evidence of cytokine activation, apoptosis, and lipid metabolism ontological categories. Additionally, genes associated with increased pro-inflammatory cytokines were elevated in CPF animals relative to FS animals. 

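A list of inflammation genes was written by hand, and 3 of its 15 members are in the study's gene tables. It is thus not the set of genes behind the paper's statement. Of 11 of its genes tested, 0 were called between CPF and FS animals at B or as an interaction, and 0 at FR2, FR8 or FR20 itself, where 5, 0 and 1 had an unadjusted p under 0.05. At B their median log2 fold change was 0.14 (adjusted p = 0.463 under camera, 0.759 under fry). Interactions had medians of 0.10 at FR2vB (0.135 and 0.566), 0.12 at FR8vB (0.975 and 0.986) and −0.36 at FR20vB (0.254 and 0.693). At the timepoints themselves the medians were 0.16, 0.31 and −0.12, with 9, 7 and 3 of the 11 genes higher in CPF animals. At B CPF animals were higher by 1.03 for CXCL10 (standard error 0.63, adjusted p = 0.737 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.82 for CXCL8 (standard error 0.99, adjusted p = 0.924), 0.20 for ICAM1 (standard error 0.25, adjusted p = 0.925) and 0.14 for TLR2 (adjusted p = 0.97). CXCL2 was at −0.65 (adjusted p = 0.905), CCL2 at −0.54 (adjusted p = 0.944). No tested identifier carries the symbol IL1B or TNF.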

Our results suggest the anti-inflammatory state of the FS animals may be a result of the fasting metabolic state.

### Gene Ontology Profiles

We present the first, to our knowledge, comprehensive exploration of the pig liver transcriptome following a polytrauma model of hemorrhagic shock and resuscitation via RNA-seq. As expected following a carbohydrate prefed genes associated with carbohydrate metabolism were upregulated as indicated by elevated Glucokinase (GCK) and glycogen phosphorylase (PYGM) in CPF and FS animals respectively reflecting the alternate metabolic state wherein fasted animals are releasing glucose and CPF animals are breaking down available glucose.

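Muscle glycogen phosphorylase (PYGM, ENSSSCG00000013022) was lower in CPF than FS animals at Baseline by group means, at −7.30 (standard error 2.98, adjusted p = 0.639 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and higher by 0.28 between group medians. Between group means of log2(CPM + 1) PYGM differed by −1.349, CPF minus FS (2-sided exact permutation test, p = 0.489). It was 2046 CPM in FS animal 17, 2032 in animal 19 and 1397 in animal 21, and 4.76 in the next highest FS animal, where CPF animals had 0.90 to 2.73. The fold change moved most with the striated muscle list as a covariate, to 0.40. Liver glycogen phosphorylase (PYGL, ENSSSCG00000005024) averaged 178 ± 38.9 CPM (SD, n = 5) in CPF and 157 ± 76.9 (SD, n = 18) in FS animals, a difference of 0.19 (standard error 0.44, adjusted p = 0.978 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These 18 include animals 17, 19 and 21, whose Baseline libraries hold almost no hepatocyte transcripts.

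At Baseline 11 glycolytic genes of the liver isoforms had a median of 0.10 (adjusted p = 0.0183 under camera, 0.0922 under fry), 8 of the muscle isoforms −7.93 (0.0917 and 0.616), or −5.66 with a gene that CPF animals lack at its bound, and 4 genes of gluconeogenesis −0.48 (0.703 and 0.911). From PYGM high in fasted animals, the paper reasons that fasted livers release glucose.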

The difference in cytoskeleton related genes in FS animals compared to CPF and over time suggests a link between fed state and metabolic response to hemorrhagic shock and resuscitation. Prior *in vitro* investigations have reported that glucagon, which is elevated during fasting periods, causes cellular shrinkage as a result of altered ion fluxes [31], [32]. Conversely, elevated insulin results in cellular swelling. Additionally, glucagon stimulates the transcription of actin followed by assembly of actin filaments [22]–[24]. Contrary to these *in vitro* studies, however, our *in vivo* investigation reports increased actin transcription in fasted animals compared to CPF animals. This cellular shrinkage has been previously described as triggering the ‘catabolic state’ of a cell resulting in a multitude of altered processes [33]. The presence of this cytoskeleton remodeling is further supported in our study by upregulation of contractile proteins including multiple myosins for intracellular transport. In addition, cellular swelling stabilizes actin filaments [34] which helps explain why cytoskeleton mRNA expression is higher in CPF than FS during resuscitation which usually results in actin depolymerization [35].

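At Baseline the 9 myosins had a median log2 fold change of −12.37 for CPF over FS animals (adjusted p = 0.00544 under camera, 0.403 under fry), or −10.35 with genes that a group lacks at their bound. CPF libraries had at most 3 counts of 8 of the 9. In CPM of the library's total, MYH7 was at least 2948-fold, MYL2 at least 2527-fold and MYL1 at least 2098-fold higher in FS animals on average, and MYH7 and MYL2 differed by 0 between group medians. On TMM-scaled sizes MYH7 averaged 739.7 ± 1753 CPM in FS animals (SD, n = 18). MYH3 was at −2.13 (standard error 0.94, adjusted p = 0.639 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and −1.11 between medians. Myosins of nonmuscle cells were at −1.49 for MYH10 (standard error 0.66, adjusted p = 0.639), −0.14 for MYH9 (adjusted p = 0.973) and −0.04 for MYH14 (adjusted p = 0.994), by the same edgeR test. In FS animals MYH9 rose by 0.62 at FR2vB (standard error 0.17, adjusted p = 0.00405, 14 of 18 animals up).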

Previous studies elucidating the impact of cell swelling during ischemia and reperfusion report that cells naturally become hyperosmotic during ischemia and consequently take up additional fluid [36], [37]. This increased swelling and resultant cellular edema may compress capillaries thereby reducing or preventing reperfusion of capillary beds [38]–[40]. This process results in zones that prevent reperfusion resulting in the ‘no-reflow’ phenomenon [41]. It is possible that the fasting state displays a shrunken catabolic state that may provide an initial condition to partially mitigate the subsequent swelling that is an unavoidable consequence of ischemia and reperfusion. The benefit of induced cellular shrinkage on hepatocellular injury has been shown previously whereby hypertonic preconditioning (i.e. induced cellular shrinkage) reduces hepatocellular damage following ischemia reperfusion [42]. Furthermore, the use of hypertonic saline for reperfusion has been shown to decrease susceptibility to sepsis, mitigate inflammation, and reduce apoptosis after hemorrhagic shock [43]–[45] in addition to being attractive for small-volume resuscitation development [4].

The full molecular mechanisms behind the proposed state are not fully elucidated however several components are understood. One direct result of cellular shrinkage is vasodilation potentially mediating the no-reflow condition. Furthermore, cellular shrinkage is a consequence of hypertonic treatments which have been shown mitigate inflammation following shock [46], [47]. The hyperosmotic environment causes cellular shrinkage which activates the tyrosine phosphorylation of Janus kinases. These kinases activate the transcription factor STAT3 [48] which ultimately stimulates Interleukin 10 (IL-10) production while simultaneously inhibiting pro-inflammatory cytokines (e.g. IL-1β, TNF-α, and intercellular adhesion molecules) by inhibiting the transcription factor NF-κB [49], [50] (Figure 11). 

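IL10 (ENSSSCG00000015652) averaged 0.614 ± 0.448 CPM in CPF (SD, n = 5) and 0.765 ± 0.576 in FS animals (SD, n = 18) at Baseline, a log2 fold change of −0.29 (standard error 0.62, adjusted p = 0.973 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At FR2, FR8 and FR20 itself it differed by −0.21, 0.06 and −0.25. The 8 genes of the IL-10 pathway had a median of −0.19 at Baseline (adjusted p = 0.534 under camera, 0.595 under fry), and as interactions an adjusted p of 0.883, 0.792 and 0.877 under camera and 0.932, 0.769 and 0.969 under fry. STAT3, which the paper's pathway places upstream of IL-10, was higher in FS animals at Baseline but not called, at −1.12 for CPF over FS (standard error 0.47, adjusted p = 0.639).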

Although IL-10 was not individually identified, the anti-inflammatory state of the FS is supported as several pro-inflammatory genes are elevated in CPF animals (Figure 8). Further research on the anti-inflammatory properties of cellular shrinkage is required.

**Figure 11:**
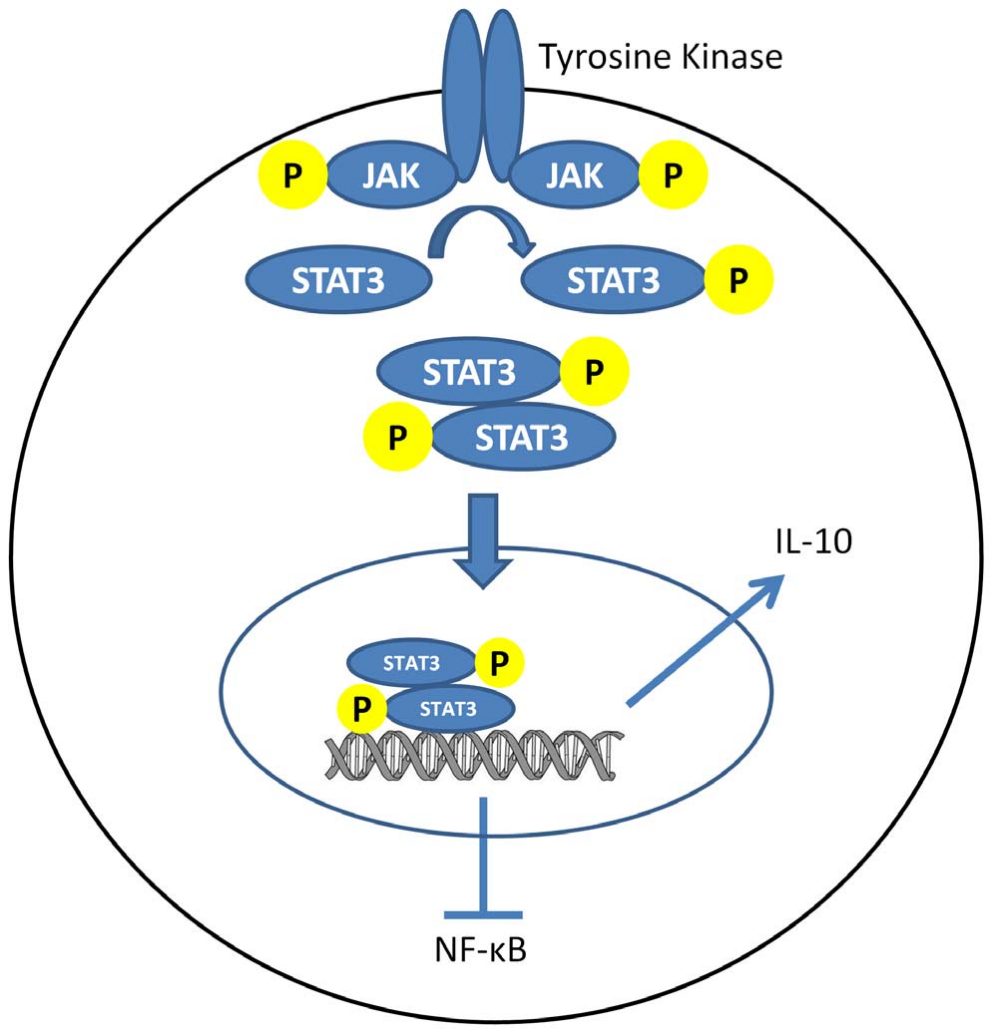
Diagram of simplified Interleukin-10 (IL-10) pathway. A hyperosmotic condition induces cellular shrinkage and activates tyrosine phosphorylation of Janus kinases (JAK) to subsequently phosphorylate STAT3 and IL-10 production.

Although this study utilized a larger sample size, our groups were unbalanced (18 versus 5). This difference in group size may have partially biased estimates. However, given the quality of the RNA-seq, consistency across timepoints, and agreement with supporting literature supports our results. Lastly, it is important to recall that the liver is only one component of the overall systemic response to hemorrhagic shock and resuscitation. Analysis of other organs and tissues would be should be pursued.

## Conclusion

Analysis of the liver transcriptome between carbohydrate prefed and fasted pigs following hemorrhagic shock and resuscitation reveals that the first 24 hours results in different changes to the cytoskeleton structure. Our results suggest this both a metabolic response to decreased carbohydrate substrates and structural modifications in response to cellular shrinkage. Further evidence suggests that this shrunken state provides an anti-inflammatory condition that may decrease hepatocellar damage. More work is required to investigate the potential benefits of alternative diets such as the anti-inflammatory effects of increased intake of omega-3 fatty acids.

## Supporting Information

File S1 List of genes differentially expressed between Carbohydrate Prefed and Fasted animals at Baseline and FR2, FR8 and FR20 vs. Baseline.
(XLSX) Click here for additional data file.

File S2 List of genes differentially expressed over time within Carbohydrate Prefed animals.
(XLSX) Click here for additional data file.

File S3 List of genes differentially expressed over time within Fasted animals.
(XLSX) Click here for additional data file.

File S4 List of gene ontology profiles comparing Carbohydrate Prefed and Fasted animals at Baseline and FR2, FR8 and FR20 vs. Baseline.
(XLSX) Click here for additional data file.

File S5 List of gene ontology profiles over time within Carbohydrate Prefed animals at Baseline and FR2, FR8 and FR20 vs. Baseline.
(XLSX) Click here for additional data file.

File S6 List of gene ontology profiles over time within Fasted animals at Baseline and FR2, FR8 and FR20 vs. Baseline.
(XLSX) Click here for additional data file.

File S7 R code for differential expression analysis.

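The code numbers subjects within each group, FS 1 to 18 and CPF 1 to 5, and removes columns 6 to 18 of the design matrix, so 13 FS animals have no term of their own and share a common level. Run on the deposited counts, it gives log2 fold changes with a median gap of 0.015 to 0.023 from those in the study's tables. Dispersion is tagwise and the test a likelihood ratio test. Its counts for changes from Baseline were 133, 575 and 0 in CPF animals and 1801, 1895 and 1572 in FS animals.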

(R) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

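The data are RNA-seq libraries from liver biopsies of 23 pigs, 18 fasted (FS) and 5 prefed with carbohydrate (CPF), each sampled at Baseline (B) and 2, 8 and 20 hours into full resuscitation (FR2, FR8, FR20). The authors aligned single reads to Sscrofa10.2 with TopHat, sorted them with SAMtools and made counts per pig Ensembl gene with HTSeq-count. The deposited table holds these counts, not normalized, with no summary lines and with replicates not pooled. The conversion to human orthologs and the filter on low counts that the paper describes were not yet applied to it. All of its 92 columns matched a library. The FR8 library of CPF animal 3, which the authors omitted, was left out, and 91 libraries were used. Library totals, given with the depth of each group in the text, set the precision of single genes: counts of 3 or fewer were taken as the floor, and shares of a library carry 95% Wilson intervals where a single library is named.

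Counts were analyzed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genes with a sum of CPM of at least 10 over the libraries of a fit were tested, with TMM scaling and edgeR's quasi-likelihood F test (2-sided). A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Changes from Baseline were fitted on all 91 libraries with a term for each animal and separate FR2, FR8 and FR20 terms for FS and CPF. The interaction is the CPF change minus the FS change. CPF was set against FS at B, and at FR2, FR8 and FR20 itself, on the libraries of that timepoint. Animals that died (3 FS, 2 CPF) were set against those that lived at B and at FR20 with a term for the feeding group. Adjusted p-values of single genes are within a comparison.

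Whether the animal numbers pair the libraries was checked on the residual correlation after group and timepoint were removed. Libraries of the same animal had a median correlation of 0.18 (90 of 135 pairs over 0.1), and libraries of different animals of a group −0.02 (650 of 2592 over 0.1), so animal terms were kept. A fit without them is among the alternatives. The labels and the paper give no sequencing batch, so none was modeled.

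Gene lists were tested with camera (preset correlation 0.01) and, as the alternative, with the rotation test fry, both adjusted over 31 lists and 10 comparisons. Of these lists, 14 were taken from the study: the genes of its heatmaps, 3 groups of File S5, and the glycolytic genes and myosins its text names. These 14 were chosen on these samples, so camera and fry give no independent evidence for them in the comparison that chose them. The others were written by hand before the data were examined: striated muscle, smooth muscle, nonmuscle cytoskeleton, hepatocyte, adipocyte, erythroid, neutrophil, T and NK cell, inflammation, IL-10 pathway, cholesterol synthesis, β-oxidation, liver and muscle isoforms of glycolysis, gluconeogenesis, circadian clock and unfolded protein response. The summed CPM of the striated muscle list plus 1 was compared on the log2 scale with exact 2-sided permutation tests, by sign flips within animals for changes and by all splits of the animals at B.

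Genes named in the text, apart from 1 that is not reported here, are every gene the study's results and discussion name; for each of the 10 comparisons of Table 1, the 2 that rose and the 2 that fell with the smallest adjusted p among those called that have a symbol; the members of each list with the highest and the lowest log2 fold change; and the most abundant members of the cell type lists. Symbols came from the study's tables and a gene name table. Where a group had at most 3 counts in each library, the fold change is given as a bound against 3 counts, and no fold is given where both groups are that low.

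The tests were run on simulated counts with 200 changed genes, drawn from the more abundant ones and changed past the fold threshold. Dispersion was at most 0.5, and in the fit of changes it was the same for every gene. No simulated library lacked hepatocyte transcripts, as the Baseline libraries of FS animals 17, 19 and 21 do. The recoveries below are therefore not the power of the real comparisons. At Baseline the quasi-likelihood test recovered 166 with 5 false calls, the likelihood ratio test 176 with 15, DESeq2 180 with 26 and limma with quality weights 161 with 7, on 12205 genes tested. In the fit of changes the quasi-likelihood test recovered 123 at FR8vB in CPF animals (3 false), 199 at FR2vB in FS animals (4 false) and 100 of the FR8vB interaction (4 false), and called 0 where none was changed. No call had the wrong sign. Camera gave the changed list p = 6.94e-77 and fry p = 3.39e-30, and of 99 random lists 2 were under 0.05 with camera and 9 with fry.

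The alternatives were RLE size factors, a sum of CPM of at least 3, edgeR's filterByExpr, DESeq2's Wald test, edgeR's likelihood ratio test with tagwise dispersion, the study's own design matrix with its likelihood ratio test, the adjusted p alone, the striated muscle list as a covariate, no animal terms, all 92 libraries, and leaving out animals in turn. For the striated muscle sum they were a pseudocount of 0.1 CPM and the genes of Figure 7. Limma with library quality weights and a fit of the libraries of a group alone were chosen after seeing the data. The tests, alternatives, gene rule and samples were otherwise fixed before the data were examined. Other splits of the samples were counted, at most 100 per comparison and 30 for the changes in FS animals and the interactions, and 100 draws of 5 FS animals were fitted. The reads were not realigned, no functional clustering was repeated, and overlap with File S3 at FR20 was not counted because the copy at hand holds 391 lines.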

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

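Of the tests in this part, the one on striated muscle genes was set out before the result was seen, and the tests of albumin, hepatocyte genes, depth, fasting, the Baseline libraries and the other splits of the animals were chosen only after the result was seen. The muscle covariate is an alternative set in advance, and its use on the lists flagged here was chosen afterwards.

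The Baseline libraries of FS animals 17, 19 and 21 hold a signal outside the genes the paper discusses: they have almost no transcripts of hepatocytes. The summed CPM of 17 hepatocyte genes, per library total, was 14.52 in animal 17, 359.75 in animal 19 and 14.47 in animal 21, where the lowest value of any other library was 73200.0. The same 3 of 18 libraries exceed 100 times the median of all libraries in striated muscle genes and in the contractile genes of Figure 3. Of the 25 striated muscle genes on the list 13 were matched, 10 are in the study's gene tables and none is in its heatmaps. Its most abundant members are XIRP2 (14121, 1908 and 7054 CPM in animals 17, 19 and 21), MYOZ1 (2093, 2340.3 and 1932) and CASQ1 (634.4, 715.1 and 607.8). Muscle attached to liver in the same biopsy would leave albumin near its usual level, and the highest albumin of the 3 libraries was 52.73 CPM. Low depth is argued against by totals of at least 16028613 counts. An effect of fasting on the liver of each FS animal is argued against by the summed contractile genes, above every CPF animal in 4 of 18 FS animals. What stays open is RNA of another tissue than liver in these libraries, from an exchanged or mislabelled sample or from a biopsy that missed the liver, and the hepatocyte value of 359.75 CPM at most is consistent with it. The tables do not say which of these happened, and the reads of paralogs, which could have been split, would not remove albumin.

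Between CPF and FS animals at Baseline 1 gene was called, and 44 of the 100 splits of the 23 animals, the real one among them, called as many or more. The splits weigh the number of calls alone, of whichever genes, so they cannot judge the called gene itself. Feeding, which the design names, and chance both stay open as explanations of that count.

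Between CPF and FS animals, 19 pairs of a gene list and a change from Baseline passed camera's interaction test, and 0 of these 19 passed fry. The contractile genes of Figure 3 had medians of 2.314 at FR2vB, 2.223 at FR8vB and 2.293 at FR20vB, and those of Figure 7 had 3.909, 3.401 and 3.52. The glycolytic genes the study names had 1.497 at FR2vB. The erythroid genes had 2.087 at FR2vB, the smooth muscle genes 0.595 at FR20vB. The lipid genes of Figure 5 had −1.389 at FR8vB and −0.491 at FR20vB, cholesterol synthesis −1.267 and −0.57, and β-oxidation −0.326 at FR8vB. The hepatocyte genes had −0.386 at FR8vB and −0.195 at FR20vB, and the T and NK cell genes −0.513, −0.692 and −0.346 at FR2vB, FR8vB and FR20vB. For the contractile genes the Baseline libraries, which enter every change, are a candidate explanation: at FR8 itself the median gene of Figure 3 was at −0.404, with CPF animals the lower. The median of the summed CPM of these genes was 184.3 in CPF and 159.9 in FS animals there. No gene had each CPF animal moving one way and each FS animal the other (0 genes). Of 30 splits of the animals into 5 and 18, in fits of B and the timepoint alone, 14, 14 and 15 gave as many genes at an unadjusted p under 0.05 as the real one, which gave 309, 308 and 328 there at FR2vB, FR8vB and FR20vB. The Baseline libraries are also a candidate explanation for the glycolytic genes, at −5.864 between CPF and FS animals at B and −0.086 at FR2 itself, with an interaction of 0.056 at FR2vB under the muscle covariate. That covariate left the hepatocyte genes at −0.16 at FR8vB and 0.136 at FR20vB, and every other list named kept its sign. For CPF over FS animals the lipid genes of Figure 5 were at 0.667 at B and 0.322 at FR20 itself, and cholesterol synthesis at 0.635 and 0.242. The Baseline libraries thus stay a candidate for both at FR20vB. Erythroid genes were at −1.438 at B and 0.558 at FR2 itself. At FR8 itself the lipid genes were at −0.783, cholesterol synthesis −0.816, β-oxidation −0.39, hepatocyte genes −0.288, and T and NK cell genes −0.626. No other technical explanation was tested for the lists outside muscle and glycolysis, and feeding stays open for them as untested.

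Among 95 groups of 4 or 5 CPF libraries, 14 had a library far from the others by Dixon's test, where chance gives 4.8, or 1 in 20. By animal they were these. Animal 13: the striated muscle genes at FR8 (8.0 CPM, others 12.2 to 13.1), hepatocyte genes at FR20 (274932.4, others 78138.7 to 108709.5), adipocyte genes at FR20 (3.9, others 22.1 to 32.3), ACADVL at FR8 (5.87, others 0.31 to 0.448), CDAN1 at B (39.3, others 20.6 to 23.1), CHKA at B (116, others 36.5 to 47.9) and IL12RB2 at FR8 (0.08, others 0, which rests on 1 count and shows nothing). Animal 3: erythroid genes at B (70.2, others 149.7 to 181.7), T and NK cell genes at B (50.4, others 36.0 to 39.5) and GSKIP at B (7.92, others 16.4 to 20.1). Animal 8: erythroid genes at FR8 (260.6, others 52.3 to 64.0), RGS4 at B (25.2, others 1.23 to 3.29) and TMEM204 at FR2 (9.40, others 4.43 to 5.55). Animal 7 had S100A12 at B (0.951, others 0 to 0.136). No explanation was tested for these libraries, technical or biological.

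The survival label, which the paper does not relate to expression, gave 1 called gene at Baseline, with 614 genes at an unadjusted p under 0.05. The gene (ENSSSCG00000024699, no symbol, log2 fold change 6.83, adjusted p = 0.0342 from edgeR's quasi-likelihood test) had 85 counts in FS animal 2, which died, and at most 2 in any other Baseline library, so the direction shows in 1 of 5 animals. It was lost without animal 2, at 0 genes, and 26 of 100 regroupings within the feeding groups gave as many. At FR20 0 genes were called (642 at an unadjusted p under 0.05), and 27 of 100 regroupings gave as many at that unadjusted p. With 5 animals that died, 3 FS and 2 CPF, chance stays an open explanation of both.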

How the results depend on the processing

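Every test in this part belongs to an alternative listed with the processing, and limma with library quality weights and the fits of a group alone were chosen after seeing the data.

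Counts of calls in FS animals changed by less than 1.5 times under 9 of 10 alternatives each, the exception being the adjusted p alone (4366, 4155 and 3160 genes at FR2vB, FR8vB and FR20vB, where the fold change threshold is gone). Over the alternatives they ranged from 1433 to 4366, 1472 to 4155 and 1122 to 3160. The genes behind the counts were less stable. With the muscle covariate 801 of 1464, 811 of 1477 and 669 of 1149 stayed called, and under DESeq2 1338, 1331 and 1039 did. Without the animal terms, which pair the libraries, no count moved by 1.5 times or more, and of 68 named genes 4 were weaker, 4 stronger and 1 reversed, and the other 59 kept direction and side of the threshold. The median of all genes shifted by at most 0.035 in size between TMM and RLE.

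At Baseline, where 1 gene was called, DESeq2 called 28, the likelihood ratio test 5, the study's design 54, the adjusted p alone 2, the muscle covariate 4 and limma with quality weights 10. The 18 fits that each left out an FS animal called from 1 to 5, with 5 without animal 20 and 2 without animal 21, and the 5 that left out a CPF animal called 1. The interactions, with 0 calls each, had 5, 8 and 9 under DESeq2 at FR2vB, FR8vB and FR20vB, 12, 17 and 21 under the study's design, 1 under the likelihood ratio test at FR2vB and at FR20vB, and 1 and 2 under limma with quality weights at FR2vB and FR8vB. Leaving out any CPF animal gave 0. At the timepoints themselves limma called 4 genes at FR2 and 3 at FR20, and DESeq2 7 at FR8 and 2 at FR20. For survival at Baseline filterByExpr and limma gave 0 and DESeq2 51, and the fits without an animal that died gave 0 to 1 (0 without animal 2). The cause of these changes was not tested.

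In CPF animals the counts of 99, 409 and 0 became 327, 930 and 57 under DESeq2, 245, 754 and 33 under the likelihood ratio test, 358, 1505 and 101 with the muscle covariate, 1051, 1850 and 1077 under limma with quality weights, and 628, 1527 and 407 with CPF libraries alone. The 5 fits that each left out a CPF animal gave from 0 to 104 at FR2vB, from 19 to 203 at FR8vB and from 0 to 8 at FR20vB. Fewer libraries enter those fits. For the other settings the cause was not tested. Of the genes called with CPF libraries alone, 97 and 394 are among the 99 and 409.

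Some gene values reversed, and for these the cause was not tested. At Baseline PYGM was at 0.26 under DESeq2, 0.40 with the muscle covariate and 0.29 under limma with quality weights. At FR8vB in FS animals the muscle covariate gave ENO3 0.69, GPD2 0.70, HK2 0.69, PFKM 0.29, PGAM2 0.40, MYH2 0.12 and MYH13 0.82, and at FR20vB PGAM2 0.61. Limma with quality weights gave ENO3 0.58, GPD2 0.49, PFKM 0.11, MYH1 0.37 and MYL1 0.29. CRYAB was at −1.54 under the study's design and −1.81 without the animal terms, which pair the libraries. Of 1167 values for 75 named genes, 1000 kept direction and side of the threshold, 113 were weaker, 36 stronger and 18 reversed. In fits that left out an animal, 221 of 296 values for 34 genes kept theirs and 75 were weaker.

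With the genes of Figure 7 in place of the striated muscle list, the mean change of the summed share in FS animals was weaker. It was −0.55, −0.60 and −0.37 at FR2, FR8 and FR20 (2-sided exact sign-flip test, p = 0.446, 0.532 and 0.682). The median change in FS animals reversed, to 0.335, 0.883 and 0.790, with the share down in only 4, 4 and 3 of 18 animals. In CPF animals the mean change reversed too, to 0.72, 1.40 and 1.03. A pseudocount of 0.1 CPM left each share on its side of the threshold. Leaving out a CPF animal gave −0.53 to −0.28 at FR2, −1.18 to −0.65 at FR8 and −1.01 to −0.64 at FR20 in CPF animals. The cause was not tested.

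Depth limits genes near the floor: a group at 3 counts or fewer gives only a bound, and these genes make up 127 of the 961 called as fallen in FS animals at FR2vB.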

Differences from the paper's values

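The alternatives below were set before the data were examined, unless marked as chosen after seeing the values. The numbers of genes called between CPF and FS animals differ from the paper's. At Baseline 1 gene was called against the paper's 68, 1 up against the paper's 14 and 0 down against the paper's 54 (964 genes at an unadjusted p under 0.05). Of 31 alternatives the study's own design matrix with its likelihood ratio test came within 1.5 times of each (54, 10 and 44), and the other 30 did not. At FR2vB 0 genes were called against the paper's 13, at FR8vB 0 against the paper's 29 and at FR20vB 0 against the paper's 30 (439, 653 and 502 at an unadjusted p under 0.05). The study's design gave 12 at FR2vB and 21 at FR20vB, which is within 1.5 times, and 17 at FR8vB, which is not, and no other of the 15 alternatives closed the gap at FR2vB, FR8vB or FR20vB.

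Of 59 fold changes compared 9 differ, where the paper's values are those of its supplementary tables. All 9 are for FR8vB in FS animals, where 9 alternatives were compared. Without the animal terms that pair libraries, and under the study's design, all 9 genes below came within the error. ENO3 was at −1.71 against the paper's −7.65 (−7.77 without animal terms, −7.65 under the study's design), HK2 at −3.71 against −8.47 (−8.53 and −8.46), PGAM2 at −6.64 against −8.94 (−9.05 and −8.95), PFKM at −0.91 against −2.43 (−2.56 and −2.43) and GPD2 at −0.65 against −2.31 (−2.42 and −2.30). CRELD2 was at 3.64 against the paper's 2.13 (2.08 and 2.15), PER1 at −2.71 against −1.92 (−1.97 and −1.93), MYH3 at −1.17 against −1.55 (−1.55 and −1.54) and CRYAB at 0.77 against −1.55 (−1.81 and −1.54). For MYH3 RLE size factors (−1.21) and DESeq2 (−1.22) also came within the error. The remaining alternatives did not.

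Some statements in the paper's text also differ from the values here. The paper's text has the named myosins rise at FR8 in fasted animals, and here all 9 fell, with a median of −9.53, as they do in the paper's own supplementary table (MYH7 at the paper's −9.54 against −9.53 here). It has cytoskeletal genes higher in CPF than in FS animals after resuscitation, with a figure of changes from Baseline, and those changes were higher in CPF animals here too (2.31, 2.22 and 2.29). The levels at FR2, FR8 and FR20 itself were not by the median gene, at −0.41, −0.40 and −0.29 by group means and −0.10, −0.39 and −0.18 by group medians. By summed CPM, CPF medians were 137.9, 184.3 and 266.6 against 151.9, 159.9 and 252.6 in FS animals, so higher at FR8 and FR20. It has PYGM higher in FS animals, where the group means differ in that direction by −7.30 and the group medians by 0.28, and the study's design called PYGM (−6.79). The study's design also called ACTC1 (−11.61), DES (−6.18), ENO3 (−7.99), HK2 (−9.16) and SHROOM3 (1.63) at Baseline, DESeq2 called ACTC1 (−9.36), the muscle covariate SHROOM3 (1.48), and limma with quality weights, chosen after seeing the values, SHROOM3 (1.47). It has inflammatory genes higher in CPF animals. The 11 tested here are from a list written by hand, with 3 of its 15 members in the study's gene tables, so they are another set of genes. Of these, 0 were called in any comparison of the groups, with 5, 0 and 1 at an unadjusted p under 0.05 at FR2, FR8 and FR20. By direction alone, 9 of the 11 were higher in CPF animals at FR2 and 7 at FR8, while 8 were lower at FR20. The identifier matched here to PKLR, which the paper counts among the decreased genes, has 0 counts. PKLR is in the study's gene tables, so these counts cannot decide whether the gene fell. CHKA was not called at FR20vB here (−2.23), but was by DESeq2 (−2.23), the likelihood ratio test (−2.23) and under the study's design (−2.26). CYB5R3 was not called at FR8vB in CPF animals, but was under DESeq2, the likelihood ratio test, the study's design, the muscle covariate, no animal terms, all 92 libraries and, chosen after seeing the values, limma with quality weights and CPF libraries alone. CHRM1 was not called at FR2vB in CPF animals, but was under DESeq2, the likelihood ratio test, the study's design, the muscle covariate and, chosen after seeing the values, limma with quality weights and CPF libraries alone. Of the glycolytic genes the paper has decreased at FR8 in fasted animals, ENO3, GPD2 and PFKM were not called here, but were under the study's design and without the animal terms, and ENO3 also by DESeq2 (−1.53).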

Other observations

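Of the tests in this part, those of the clock genes and of 5 FS animals were set out before the result was seen, and those of the spread with FS libraries, of the draws divided by animals 17, 19 and 21 and of the other splits were chosen only after it was seen.

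Biopsies 8 hours into resuscitation fall at another clock time than Baseline, and time of day may lie behind part of the change. The 14 circadian genes had a median of −1.133 at FR8vB in FS animals (fry's adjusted p = 2.42e-07) and −0.26 at FR20vB, where the clock time is nearer to that of Baseline. At FR2vB it was −0.81 in FS animals (fry's adjusted p = 0.0114) and 0.08 in CPF animals at the same hour, which clock time alone does not predict, though their interaction passed neither test (adjusted p = 0.119 under camera, 0.403 under fry). In CPF animals the median was −1.25 at FR8vB with genes that a group lacks at their bound. The design has no unshocked animals sampled at the same hours, so resuscitation and clock time are confounded in the same libraries.

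Whether the number of animals is behind fewer calls in CPF animals stays open. Fitted alone, CPF libraries called 628, 1527 and 407 genes at FR2vB, FR8vB and FR20vB against 1397, 1398 and 1081 in FS libraries, so at FR8vB there were not fewer. In 100 draws of 5 FS animals the median at FR8vB was 1.0 calls, but 65 draws held animal 17, 19 or 21, whose Baseline libraries hold muscle transcripts, and none of these 65 reached the CPF counts. The other 35 had medians of 1014, 1341 and 921, and 22, 14 and 23 of them reached the CPF counts, so the draws turn on these libraries. Among other splits of the FS libraries, 1 of 30 swaps of timepoints within animals gave as many calls at each of FR2vB, FR8vB and FR20vB, the real one, in fits of FS libraries alone of B and the timepoint.

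The absence of calls at FR20vB in CPF animals may come from the spread estimated together with FS libraries, since 407 genes were called with CPF libraries fitted alone. Among the swaps of B and FR20 within the CPF animals 2 of 16 gave as many genes at an unadjusted p under 0.05, and the other of these 2 gave more than the real one (1710 against 1515). At FR2vB 1 of 16 and at FR8vB 1 of 8 gave as many calls, the real one each time. The real counts, 99 and 409, were far from the others, at most 1 and 0 (2091 and 3033 genes at an unadjusted p under 0.05 against at most 1290 and 1230), but with so few swaps possible their share could not fall under 0.05.

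CPF set against FS at FR2, FR8 and FR20 itself called 0 genes at each (664, 618 and 400 at an unadjusted p under 0.05), and 30, 30 and 60 of 100 splits gave as many at that p.

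The hepatocyte genes had a median of 0.16 at Baseline between CPF and FS animals (adjusted p = 0.0187 under camera, 0.711 under fry), and the erythroid genes −1.44 (0.00597 and 0.133). The FS libraries include those of animals 17, 19 and 21, almost without hepatocyte transcripts. The median of the summed hepatocyte CPM was 219822.3 in CPF and 218249.6 in FS animals. In FS animals at FR20vB 2 adipocyte genes had a median of 0.69 (0.141 and 0.00141), and in CPF animals at FR8vB 8 T and NK cell genes had −0.65 (0.0044 and 0.0373). Of these markers 4 of the hepatocyte, 2 of the adipocyte, 1 of the erythroid and 2 of the T and NK cell list are in the study's gene tables.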
